# T cell fate following *Salmonella* infection is determined by a STING-IRF1 signaling axis in mice

**DOI:** 10.1038/s42003-019-0701-2

**Published:** 2019-12-11

**Authors:** Sung-Moo Park, Tatsushi Omatsu, Yun Zhao, Naohiro Yoshida, Pankaj Shah, Rachid Zagani, Hans-Christian Reinecker

**Keywords:** Mucosal immunology, Antigen processing and presentation, Pathogens

## Abstract

The innate immune response following infection with entero-invasive bacterial species is triggered upon release of cyclic di-guanylate monophosphate (c-di-GMP) into the host cell cytosol. Bacterial c-di-GMP activates the intracellular Sensor Stimulator of Interferon Genes (STING), encoded by *Tmem173* in mice. Here we identify Interferon Regulatory Factor (IRF) 1 as a critical effector of STING-mediated microbial DNA sensing that is responsible for T_H_17 cell generation in the mucosal immune system. We find that STING activation induces IRF1-dependent transcriptional programs in dendritic cells (DCs) that define T cell fate determination, including induction of Gasdermin D, IL-1 family member cytokines, and enzymes for eicosanoid synthesis. Our results show that IRF1-dependent transcriptional programs in DCs are a prerequisite for antigen-specific T_H_17 subspecification in response to microbial c-di-GMP and *Salmonella typhimurium* infection. Our identification of a STING-IRF1 signaling axis for adaptive host defense control will aid further understanding of infectious disease mechanisms.

## Abstract (web summary)

Sung-Moo Park et al. identify the transcription factor IRF1 as a critical component of the STING signaling complex following microbial c-di nucleotides stimulation and *Salmonella* infection. They find that activation of IRF1 by STING is required for antigen-specific T cell specification and subsequent host defense response.

## Introduction

The regulated synthesis of cyclic di-guanylate monophosphate (c-di-GMP) plays a critical regulatory role in multiple species of bacteria^1^. C-di-GMP induces host defense responses through interaction with STING (also named *MITA*, *MYPS*, or *ERIS*, encoded by *Tmem173*)^2–4^. STING is a potent activator of the innate immune system that can recognize cytosolic dsDNA through distinct DNA sensors^5–11^. STING variants with single nucleotide polymorphisms differ in their ability to detect microbial-derived cyclic dinucleotide (CDN), such as c-di-GMP and cyclic deadenylate monophosphate (c-di-AMP)^12,13^. STING further is required for the detection of cytosolic DNA derived from nuclear and mitochondrial genomes^14,15^ and the initiation of immune responses to DNA viruses and bacteria^10,16^.

IRF1 was initially identified as inducer of the transcription of type I IFNs and IFN-inducible genes^17^. However, IRF1 mediates cell type-specific transcriptional programs that are key to host defenses initiated by a wide range of microbial pattern recognition receptors, such as Toll-like receptor (TLR), RIG-I like receptors, and cytokine receptors^18^. *Irf1*-deficient (*Irf1*^−/−^) mice exhibit an impaired T cell subdifferentiation with enhanced T_H_2 response due to defects in T_H_1 differentiation^19,20^. Consequently, *Irf1*^−/−^ mice are highly susceptible to bacterial and viral pathogens^20^. Conversely, *Irf1*^−/−^ mice appear to be protected from autoimmune diseases including experimental autoimmune encephalomyelitis, Type II collagen-induced arthritis, and diabetes^21–23^.

Mucosal DCs are heterogeneous and comprise several subtypes with different phenotypes and functional properties that sample luminal and circulatory antigens, and mediate host defenses against entero-invasive pathogens^24–26^. DCs can direct T-cell differentiation programs^27^ leading to functionally distinct subsets of T helper cells, including T_H_1, T_H_2, T_H_9, and T_H_17 that are characterized by lineage-specific transcription factors and signature cytokines^28,29^. T_H_17 cells that produce IL-17A, IL-17F, and IL-22 arise in the presence of transforming growth factor-beta (TGF-β) and IL-6^30,31^. T_H_17 cells have an essential role in induction of protective immunity against bacterial and fungal pathogens but conversely can contribute to the pathogenesis of several autoimmune diseases^32–35^.

Here we found that the recognition of c-di-GMP through STING in the mucosal immune system is a significant signal for the induction of T_H_17 cell differentiation. STING activation by c-di-GMP initiated the migration of mucosal DCs and resulted in a significant increase in T_H_17 cells in mesenteric lymph nodes (MLNs). We defined IRF1-dependent, IRF3-dependent, and IRF7-dependent transcriptional programs in DCs that controlled T cell differentiation in response to STING activation. We found that IRF1 was phosphorylated upon interaction with STING and was required for the induction of a specific transcriptional program that included Gasdermin D, IL-1 family cytokines, prostaglandin synthases as well as caspases. IL-1 and prostaglandins were able to compensate for the loss of IRF1 and re-establish and sustained T_H_17 polarization during antigen-specific T cell activation. Collectively, we identified the STING–IRF1 signaling axis as essential for the control of mucosal T_H_17 cell responses that signify protective host defense activation against entero-invasive pathogen such as *S. typhimurium*.

## Results

### STING signaling activates dendritic cells and induces T_H_17 cells

We carried out intranasal immunizations with ovalbumin (OVA) in the absence or presence of c-di-GMP in wild-type C57BL/6 mice to determine whether c-di-GMP can enhance antigen-specific T cell activation in the mucosa-associated immune system. After three immunizations over a 7-day period cervical lymph node (CLN) and MLN cells were isolated and re-stimulated with OVA for 48 h. As demonstrated in Fig. 1a, c-di-GMP and OVA together were able to induce significant increase in IL-17A and IFN-γ secretion in CLNs as well as in MLNs compared to OVA alone. The induction of IL-17A by c-di-GMP required STING signaling as intranasal immunizations in *Tmem173*^−/−^;*Il17a*-GFP reporter mice resulted in significantly less IL-17A-expressing T cells in CLNs and MLNs compared to wild-type mice (Fig. 1b). To determine whether STING signaling was able to activate mucosal DCs, we crossed *Tmem173*^−/−^ mice into the CAG::KikGR (KikGR) background to be able to track the migration of lamina propria (LP)-DCs after photoconversion in response to c-di-GMP. Photoconverted red-fluorescent immune cells that originated in the small intestine were found in MLNs of KikGR mice 18 h after exposure (Fig. 1c). Stimulation with c-di-GMP induced a significantly enhanced migration of SI-LP CD11c^+^MHCII^+^ dendritic cells to MLNs in KikGR but not in KikGR;*Tmem173*^−/−^ mice. Over an 18 h period, c-di-GMP increased the percentage of mucosa-derived DC that reached the MLN from 4.7% to 11.7% (Fig. 1c). We determined the migration of the two classical CD103^+^CD11b^+^ DCs and CD103^+^CD11b^−^ DCs subsets in wild-type mice (Fig. 1c). Both subsets migrated in response to c-di-GMP stimulation, with lamina propria MHCII^+^CD103^+^CD11b^+^DCs increasing 3.6-fold and MHCII^+^CD103^+^CD11b^−^ DCs by 4-fold in MLNs (Fig. 1c). The two major MHC class II (MHC II)-positive myeloid-derived cell types in the SI-LP that could be responsible for T_H_17 induction in the LP are Zbtb46^+^CD103^+^CD11b^+^ DCs or Cx3cr1^+^CD103^−^CD11b^+^ macrophage-derived DCs (Fig. 1d). Both Zbtb46^+^CD103^+^CD11b^+^ DCs and Cx3cr1^+^CD103^−^CD11b^+^ myeloid cells increased their IL17A stimulatory capacity upon c-di-GMP stimulation by 1.5 and 3.5 fold, respectively (Fig. 1e). However, we found that Zbtb46^+^CD103^+^CD11b^+^ DCs induced significantly (229%) more *Il17a* expression in OT-II transgenic T cells compared to Cx3cr1^+^CD103^−^CD11b^+^ DCs (Fig. 1e). Furthermore, stimulation of mucosal Zbtb46^+^ DC with c-di-GMP resulted in the significant increase in *IFNb1*, *Il12b*, *IL23a*, and *Il6* mRNA expression (Fig. 1f) all of which have been linked to the induction of T_H_17 cells. Taken together, microbial c-di-GMP-activated innate immune responses in Zbtb46^+^CD103^+^CD11b^+^ and Cx3cr1^+^CD103^−^CD11b^+^ LP-DCs for the induction T_H_17 cells in the mucosal immune system.

**Fig. 1:**
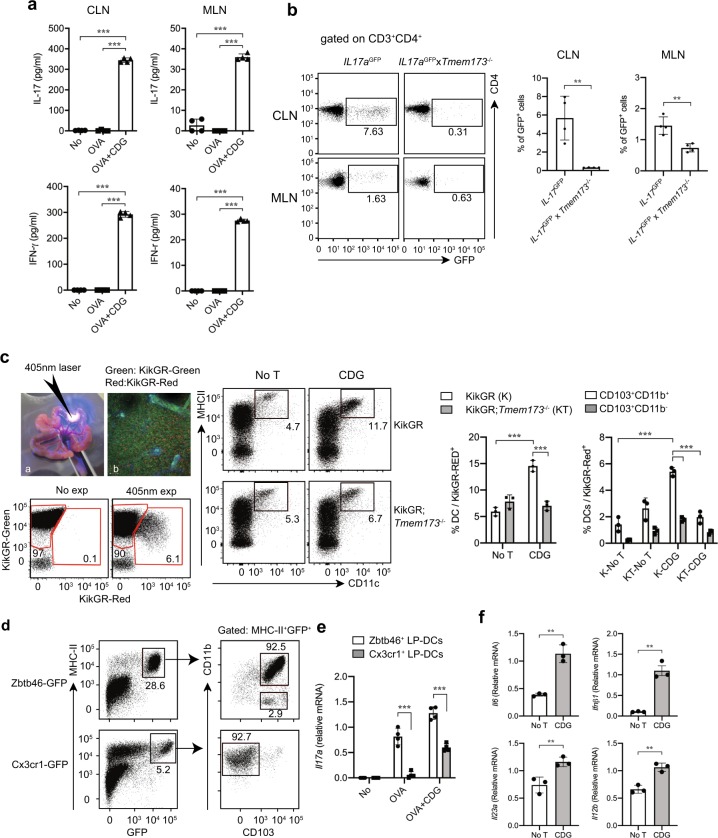
STING signaling in mucosal DCs induces T_H_17 cells. **a**, **b** Cytokines expression by CLN and MLN cells obtained from wild-type mice at 7 days after the last immunization with 20 μg OVA without or with 25 μg c-di-GMP. **a** Cells were cultured for 48 h ex vivo with 20 μg/ml OVA, and cytokines were measured by ELISA. *n* = 4. ***p < 0.001. **b** Representative data (left) depicting the frequency (%) of IL-17A-GFP^+^ CD4^+^ cells from *Il17a*-GFP mice or *Tmem173*^−/−^;*Il17a*-GFP mice. *n* = 4. **p < 0.01. **c** Analysis of DCs migration from SI to MLNs upon c-di-GMP stimulation. Small intestines (SI) of KikGR mice and KikGR;*Tmem173*^−/−^ mice were exposed with a 405 nm laser and i.p. injected with c-di-GMP (200 μg/mouse) 18 h before sacrifice. Migrated cells were defined in MLN by gating CD45^+^ KikGR-Red^+^ cells using flow cytometry. Graph (left) shows the percentage of CD11c^+^ MHCII^+^ DC in CD45^+^ KikGR-Red^+^ migrated cells. Graph (right) shows the percentage of CD103^+^CD11b^+^ or CD103^+^CD11b^−^ DCs in CD11c^+^MHCII^+^ KikGR-Red^+^ migrated DCs. *n* = 3. ***p < 0.001. **d** Analysis of MHCII^+^ Zbtb46^+^ or Cx3cr1^+^ LP-DCs. LP-DCs were isolated from Zbtb46-GFP or Cx3cr1-GFP mice and analyzed for CD103 and CD11b expressions. **e** Analysis of *Il17a* mRNA expression after antigen-specific T cell activation by Zbtb46^+^ or Cx3cr1^+^ LP-DCs. Zbtb46-GFP and Cx3cr1-GFP mice were injected (i.p.) with c-di-GMP (200 μg/mouse) on −5, −3 and −1 day prior to sacrifice. CD11c^+^ GFP^+^ DCs were sorted from SI-LP and incubated with naive T cells isolated from spleen of OT-II transgenic mice with OVA (50 μg/ml) for 5 days (DC:T cell = 1:5). *n* = 4. ***p < 0.001. **f** mRNA expression was analyzed by qRT-PCR in Zbtb46^+^ LP-DCs. CD11c^+^ Zbtb46-GFP^+^ cells were sorted by flow cytometry and incubated with c-di-GMP (50 μg/ml) for 4 h. *n* = 3, **p < 0.01. *p*-values, one-way **a**, two-way **c**, **e** ANOVA followed by Tukey’s multiple-comparisons test or two-tailed unpaired Student’s *t*-test. **b**, **f** Data are representative of two independent experiments **a**–**c** or are from three indpendent experiments **d**–**f**.

### STING induces phosphorylation and nuclear translocation of IRF1

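RNA-seq was carried out on bone marrow-derived DCs (BMDCs) grown with GM-CSF and IL-4 from wild-type, *Tmem173*-/-, *Irf1*-/- and *Irf3/7*-/- mice, untreated or stimulated with c-di-GMP for 18 h. The paper's legends give the dose as 50 μg/ml and the sample labels give 25 μg/ml. The labels list 16 samples, 2 for each of 8 conditions. Stranded mRNA libraries were sequenced as 35-bp paired-end reads. The authors ran Cuffdiff, which combined the replicates of each condition, and deposited a table of 23356 genes with a single FPKM (fragments per kilobase of transcript, scaled to the total of mapped fragments) per condition, the lower and upper bound of its confidence interval, and a status. The values per replicate were not used here, so there is no spread between replicates and no test of one. The number of reads per sample cannot be read from FPKM. In its place, the authors' interval gives the precision: for the 4710 genes with at least 10 FPKM in every condition, the median distance from the FPKM to its bounds lay between 25.2% and 25.7% of the FPKM in the 8 conditions. Between 10733 and 10970 genes had at least 1 FPKM in a condition. From these values, log2 changes were computed after adding 0.1 FPKM to each value. A gene was called higher or lower when it changed more than 2-fold, when the authors' intervals of the compared conditions did not overlap, when it had at least 1 FPKM in one of them, and when its status was OK in both. The genome build was not given in the sources used here. The listed loci overlapped the gene of the same name in the GRCm38 annotation (GENCODE M21) for 21454 of the 21681 genes with a single gene of that name, and that annotation is used for positions.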

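In the wild-type BMDCs, *Irf7* had 15.2 FPKM (authors' interval, 11.6 to 18.8) without treatment and 687 FPKM (504 to 871) after c-di-GMP, a log2 change of 5.49. *Irf8* rose from 55.5 FPKM (42.3 to 68.7) to 303 FPKM (227 to 379), a log2 change of 2.44. Both genes were called higher, and both calls held under each alternative processing that was tried. *Irf1* was at 149 FPKM (113 to 185) without treatment and at 245 FPKM (176 to 314) after c-di-GMP, and *Irf9* at 35.2 FPKM (27.1 to 43.3) and 59.2 FPKM (42.7 to 75.7). Their log2 changes of 0.71 and 0.75 lay below the 2-fold threshold, and the intervals overlapped. In the paper's Supplementary Data 2 the log2 changes of *Irf1* and *Irf9* are 2.16 and 1.81. The wild-type values there were unlike those used here, which limits the comparison. In *Tmem173*-/- BMDCs, no IRF gene of the group changed with c-di-GMP: *Irf1* was at 24.1 and 23.3 FPKM, *Irf7* at 3.17 and 3.37 FPKM, *Irf8* at 23.1 and 24.2 FPKM, and *Irf9* at 15.8 and 14.6 FPKM. Each of the 4 genes was also lower in untreated *Tmem173*-/- than in untreated wild-type BMDCs, with log2 differences from -2.63 for *Irf1* to -1.15 for *Irf9*. Whether the genotype or a difference between cultures set these untreated values cannot be told with a single value per condition. *Irf1* lies on chromosome 11 from 53770014 to 53778374, *Irf7* on chromosome 7 from 141262706 to 141266481, *Irf8* on chromosome 8 from 120736358 to 120756694, and *Irf9* on chromosome 14 from 55603571 to 55610030.

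**Figure D1:**
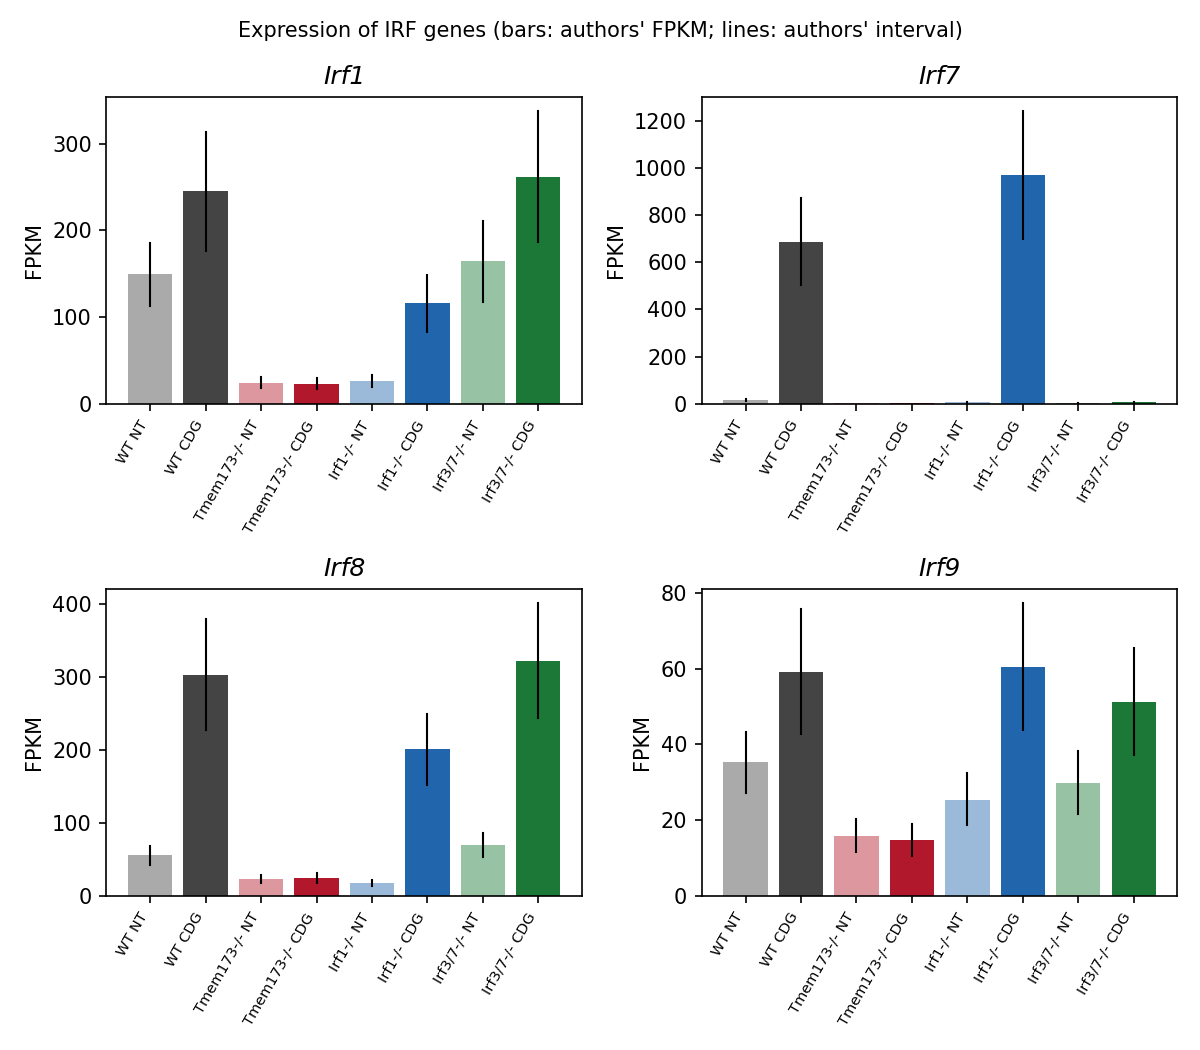
FPKM (y axis) of *Irf1*, *Irf7*, *Irf8* and *Irf9* in the 8 conditions (x axis; NT, untreated; CDG, c-di-GMP for 18 h), with a bar for the authors' value and a line for the authors' interval. The intervals of untreated and treated wild-type BMDCs are separate for *Irf7* and *Irf8* and overlap for *Irf1* and *Irf9*.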

RNA-sequencing-based expression analysis of genes encoding for IRF-type transcription factors revealed that c-di-GMP induced the transcription of *Irf1*, *Irf7*, *Irf8*, and *Irf9* in DCs (Fig. 2a). We found a rapid and significant induction of *Irf1* within 4 h of stimulation with c-di-GMP that was sustained for 18 h and required STING expression, while *Irf7* expression significantly increased over 18 h after c-di-GMP stimulation (Fig. 2b). In contrast, expression of mRNA for *Irf3* remained unchanged in wild-type and *Tmem173*^−/−^ BMDCs at 4 h, and was significantly reduced after 18 h after c-di-GMP stimulation in *Tmem173*^−/−^ BMDCs (Fig. 2b).

**Fig. 2:**
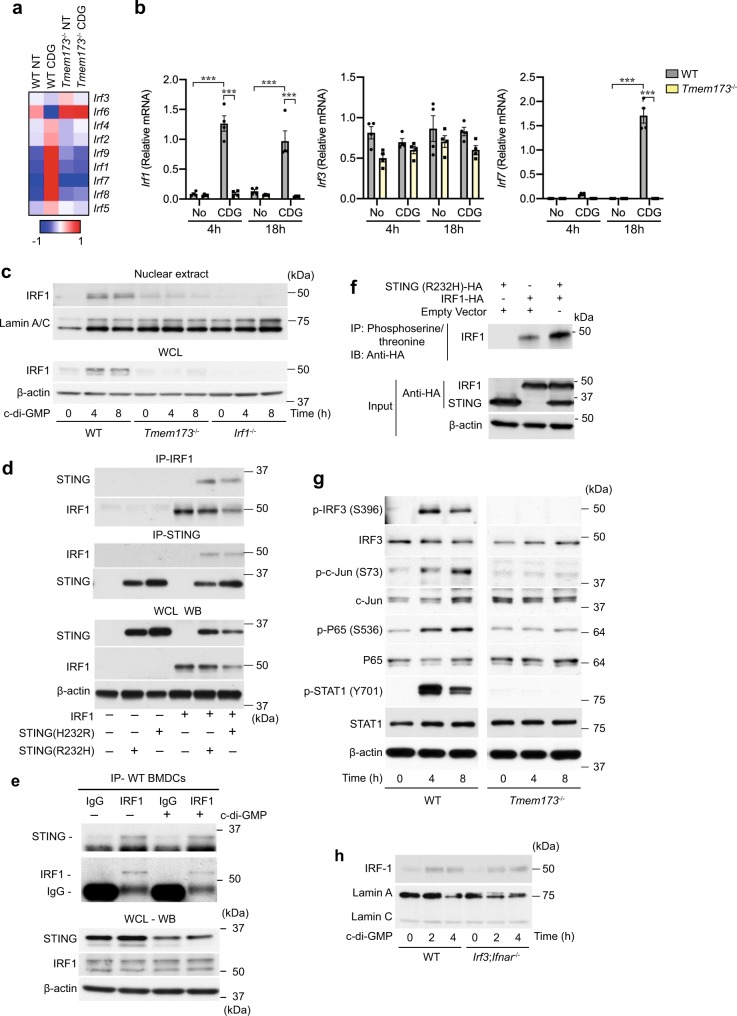
IRF1 is activated upon interaction with STING. **a** Differential gene expression analysis of IRFs in wild-type and *Tmem173*^−/−^ BM-DCs after stimulation by c-di-GMP (50 μg/ml) for 18 h. **b** Real-time PCR analysis of *Irf1*, *Irf3*, and *Irf7* mRNA expressions in BM-DCs after stimulation with c-di-GMP for 4 and 18 h. Results are presented relative to normalized expression of the 18S ribosomal RNA. *n* = 4. ***p < 0.001. (Two-way ANOVA followed by Tukey’s multiple-comparisons test.) **c** BMDCs from wild-type, *Tmem173*^−/−^, and *Irf1*^−/−^ (1 × 10^6^ per time point) were stimulated with 50 μg/ml of c-di-GMP as indicated. Cells were lysed and nuclear compartments were analyzed by Western blotting with indicated antibodies (Abs). IRF-1 was visualized first; the membrane was then stripped and re-probed with anti-Lamin A/C. **d** Human STING variants and IRF1 were co-expressed in HEK239T cells and either STING or IRF1 immunoprecipitated, and detected with specific antibodies by Western blotting. Expression levels of STING or IRF1 were validated in total cell extracts by SDS–PAGE and immunoblotting. **e** Immunoprecipitation of IRF1 from primary wild-type BMDCs that were stimulated with 25 μg/ml c-di-GMP. Anti-STING was used to detect proteins by Western blotting. **f** Antibodies detecting phosphoserine and/threonine were used to precipitate IRF1 from HEK293T cells that were co-transfected with HA-STING and HA-IRF1 encoding plasmids. IRF1 and STING were detected using HA antibody. **g** BMDCs from wild-type and *Tmem173*^−/−^ (1 × 10^6^ cells per time point) were stimulated with 50 μg/ml of c-di-GMP as indicated. Cells were lysed and analyzed by Western blotting with indicated antibodies (Abs). p-IRF-3 p-STAT1, p-c-Jun, p-p65 were detected first and the membranes stripped and re-probed with anti-IRF-3, anti-STAT1, anti-c-Jun, anti-p65, and anti-β-actin. One of two independent experiments is shown. **h** Immunoblot analysis of the nuclear recruitment of IRF1 in BMDCs isolated from wild-type or *Irf3*;*Ifnar*^−/−^ mice upon STING activation Data are representative of two independent experiments **c**–**h** or are from three independent experiments **b**.

STING signaling by c-di-GMP not only induced *Irf1* gene expression but may also result in the sustained nuclear recruitment of IRF1 that was absent in *Tmem173*^−/−^ DCs (Fig. 2c). Co-immunoprecipitation experiments revealed that the human H232R and R232H STING variants formed protein complexes that contained IRF1 and, conversely, IRF1-specific antibodies were able to pull down protein complexes that contained the STING variants (Fig. 2d). Furthermore, STING and IRF1 aggregated in the same signaling complexes in primary DCs, as anti-IRF1, but not control IgG, pulled down immunocomplexes that contained STING (Fig. 2e). To determine whether STING induced IRF1 phosphorylation, we co-transfected HA-STING and HA-IRF1 plasmids into HEK293 T cells and pulled down immunocomplexes using anti-phosphoserine/threonine antibody. We found that in the presence of STING the amount of phosphorylated IRF1 increased compared to IRF1 expression alone (Fig. 2f).

The nuclear recruitment of IRF1 occurred in the context of additional signaling events activated by c-di-GMP including the phosphorylation of IRF3, c-Jun, NF-κB p65, and STAT1, all of which were activated dependent on the presence of STING (Fig. 2g). However, the nuclear recruitment of IRF1 occurred independent of IRF3 and interferon-α/β receptor (IFNAR) signaling in *Irf3*;*fnar*^−/−^ BMDCs (Fig. 2h). Together these data demonstrated that IRF1 can be activated by STING signaling initiated by c-di-GMP in DCs.

### IRF1 mediates STING-dependent T_H_17 cell polarization

To gain insight into the role of IRF1 for STING-dependent induction of T_H_17 cells, we isolated *Irf1*^−/−^, *Irf3/7*^−/−^ BMDCs and determined their ability to induce antigen-specific T cell polarization. We discovered that *Irf1*^−/−^ BMDCs were unable to induce IL-17A production in naïve OT-II T cells in contrast to wild-type DCs during antigen presentation in the presence of c-di-GMP (Fig. 3a). Furthermore, c-di-GMP stimulation of *Irf1*^−/−^ BMDCs also resulted in significantly less IFN-γ expression during antigen recognition (Fig. 3a). *Irf3/7*^−/−^ BMDCs were also impaired in their ability to induce IL-17A production in T cells after c-di-GMP stimulation but were able to induce IFN-γ levels in T cells that were comparable to those observed wild-type BMDCs (Fig. 3b). In contrast, *Irf7*^−/−^ BMDCs were able to induce IL-17A and IFN-γ during antigen-specific T cell activation after c-di-GMP stimulation comparable to wild-type BMDCs (Fig. 3c).

**Fig. 3:**
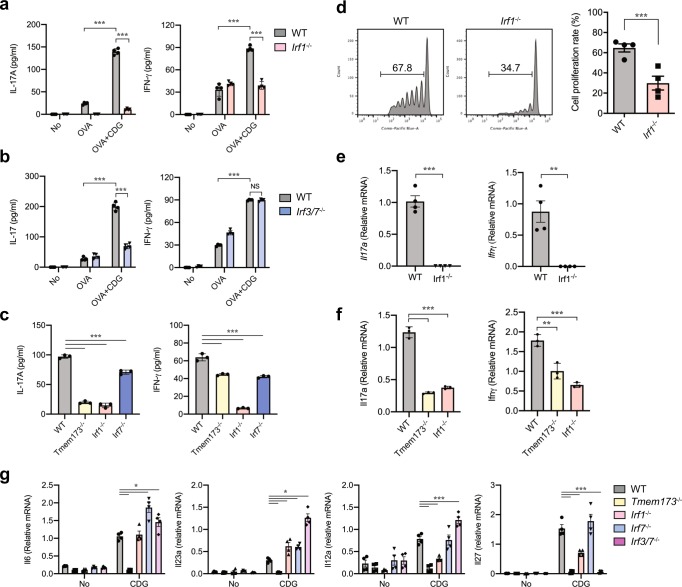
IRF1 expression in DCs controls antigen-specific T_H_17 differentiation. **a**–**c** 2 × 10^4^ BMDCs from wild-type, *Irf1*^−/−^, *Irf3/7*^−/−^, and *Irf7*^−/−^ mice were stimulated with PBS, 20 μg/ml of OVA or 20 μg/ml of OVA plus 25 μg/ml of c-di-GMP for 18 h and co-cultured for 4 days with 1 × 10^5^ MACS-sorted naïve OT-II T cells. Production of IL-17A and IFN-γ was determined in supernatant of BMDC from **a** wild-type or *Irf1*^−/−^ or **b** *Irf3/7*^−/−^ mice co-cultured naïve OT-II cells. *n* = 4. ***p < 0.001. **c** Measurement of IL-17A and IFN-γ in supernatant of BMDC from wild-type, *Irf1*^−/−^, *Irf3/7*^−/−^, and *Irf7*^−/−^ mice co-cultured naïve OT-II cells. *n* = 3. ***p < 0.001. **d** and **e** wild-type (*n* = 4) and *Irf1*^−/−^ (*n* = 4) mice were (i.v.) injected 2 × 10^6^ Cell trace Violet labeled naïve OT-II cells on day 0. On day 1, the mice were immunized with OVA plus c-di-GMP (i.n.). **d** Cell proliferation analysis in adoptively transferred OT-II cells from wild-type and *Irf1*^−/−^ mice 5 days after immunization in cervical lymph nodes. *n* = 4. ***p < 0.001. **e** *Il17a* and *Ifnγ* mRNA expression was quantified by qRT-PCR in sorted Cell trace Violet positive OT-II cells after 5 days of immunization. *n* = 4, ***p < 0.001. **f** qRT-PCR analysis of *Il17a* and *Ifnγ* gene expressions in sorted CD4^+^ T cells in MLN from wild-type, *Tmem173*^−/−^, and *Irf1*^−/−^ mice immunized with OVA plus c-di-GMP through i.p. route. *n* = 3. **p < 0.01 and ***p < 0.001. **g** qRT-PCR analysis of the indicated genes in BMDCs from wild-type, *Tmem173*^−/−^, *Irf1*^−/−^, *Irf7*^−/−^, and *Irf3/7*^−/−^ mice after 18 h stimulation by 50 μg of c-di-GMP. *n* = 4. *p < 0.05, ***p < 0.001. *p-*values, one-way **c**, **f**, two-way **a**, **b**, **g** ANOVA followed by Tukey’s multiple-comparisons test or unpaired two-tailed Student’s *t*-test **d**, **e**. Data are representative of two **d**–**f** or three **a**, **b**, **c**, **g** independent experiments.

To determine whether IRF1 was required for the generation of T_H_17 cell in vivo, CellTrace^TM^ Violet (Molecular Probes)-labeled OT-II Naïve T cells were transferred into wild-type and *Irf1*^−/−^ mice i.v. and CD4^+^ T cell proliferation measured 5 days after intranasal immunization by flow cytometry (Fig. 3d). The proliferation of adoptively transferred OT-II cells was significantly impaired in *Irf1*^−/−^ mice compared to wild-type mice (Fig. 3d). Furthermore, FACS-sorted labeled OT-II cells isolated from *Irf1*^−/−^ mice lacked detectable *Il17a* and *Ifnγ* mRNA expressions compared to T cell isolated from wild-type mice 5 days after intranasal immunizations (Fig. 3e). We also carried out intra-peritoneal (i.p.) immunizations with OVA and c-di-GMP, and analyzed the resulting induction of *Il17a* and *Ifnγ* in CD4^+^ T cells isolated from MLNs (Fig. 3f). Both STING and IRF1-deficient mice induced significantly less mRNA encoding for IL-17A and IFN-γ in CD4^+^ T cells in MLNs (Fig. 3f).

We next investigated whether STING-signaling induced innate immune stimuli that create T_H_17-polarizing micro-environments by BMDCs from wild-type (C57BL/6), *Tmem173*^−/−^, *Irf1*^−/−^, *Irf7*^−/−^, and *Irf3/7*^−/−^ mice. We found that *Tmem173*^−/−^ BMDCs were unable to respond to c-di-GMP stimulation with the expression of T-cell-polarizing cytokines (Fig. 3g). Surprisingly, *Irf1*^−/−^, *Irf3/7*^−/−^, and *Irf7*^−/−^ BMDCs expressed significantly more *Il6* and *Il23a* after c-di-GMP stimulation compared to wild-type BMDCs. In addition, *Il12a* expression was significantly reduced in *Irf1*^−/−^ BMDCs during STING activation (Fig. 3g). Further, *Irf1*^−/−^ and *Irf3/7*^−/−^ DCs expressed significantly less *Il27* mRNA compared to wild-type and *Irf7*^−/−^ DCs (Fig. 3g).

Together, these experiments showed that c-di-GMP directly induced the activation of IRF1 in DCs to allow the differentiation of T_H_17 cells during antigen-specific T cell activation in vitro and in vivo. However, the data also indicated that IRF1 and IRF3 contributed distinct signals to T_H_17-cell differentiation that critically functioned upstream of IL-6 and IL-23.

### Microbial CDNs induce a IRF1-specific transcriptional program in DCs

To more precisely identify the transcriptional programs by which STING signaling enables DC to induce T_H_17 cells, we performed RNA-seq analysis of BMDCs from wild-type, *Tmem173*^−/−^, *Irf1*^−/−^, and *Irf3/7*^−/−^ mice after 18 h of stimulation with c-di-GMP. 

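The targeted genes were read first in all 8 conditions. *Tmem173* (chromosome 18, 35733679 to 35740554) had 8.97 FPKM in untreated and 7.49 FPKM in treated *Tmem173*-/- BMDCs, against 103 and 118 FPKM in wild-type BMDCs, and between 77.0 and 97.1 FPKM in the other knockouts. *Irf1* had 25.9 FPKM in untreated *Irf1*-/- BMDCs, a log2 difference of -2.52 from untreated wild-type BMDCs, and 116 FPKM (82.8 to 149) after c-di-GMP, a log2 difference of -1.08 from treated wild-type BMDCs. *Irf3* (chromosome 7, 44997648 to 45002848) had 7.74 FPKM (5.55 to 9.96) in untreated *Irf3/7*-/- BMDCs and 19.9 FPKM (15.4 to 24.5) in untreated wild-type BMDCs. After c-di-GMP it was at 20.2 FPKM in *Irf3/7*-/- and 15.8 FPKM in wild-type BMDCs, with overlapping intervals. *Irf7* had 1.07 FPKM in untreated and 4.97 FPKM in treated *Irf3/7*-/- BMDCs. The FPKM is a value for the whole gene, and exons outside a deleted part still count, so the remaining signal of *Irf1* and *Irf3* in their knockouts cannot be assigned to a protein.

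**Figure D2:**
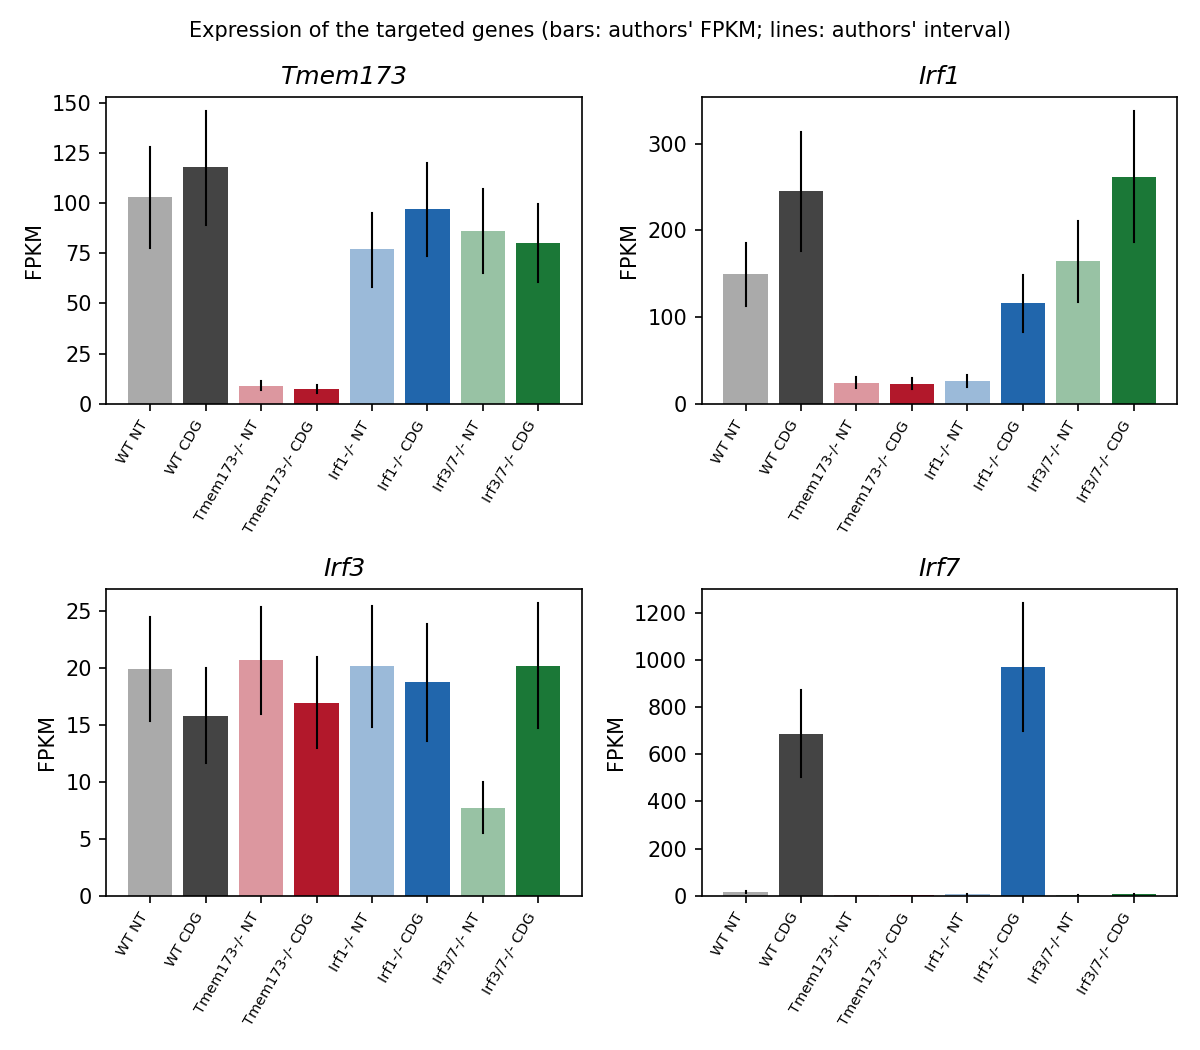
FPKM (y axis) of the targeted genes *Tmem173*, *Irf1*, *Irf3* and *Irf7* in the 8 conditions (x axis), with a bar for the authors' value and a line for the authors' interval. *Tmem173* is lowest in both *Tmem173*-/- conditions and *Irf7* in untreated *Irf3/7*-/-, while *Irf3* after c-di-GMP is as high in *Irf3/7*-/- as in wild-type BMDCs.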

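Between untreated and treated wild-type BMDCs, 2291 of 11201 genes were called changed, 1175 higher and 1116 lower after c-di-GMP. Against treated wild-type BMDCs, 2980 genes differed in treated *Tmem173*-/- BMDCs (1456 higher, 1524 lower), 838 in treated *Irf1*-/- BMDCs (294 higher, 544 lower) and 818 in treated *Irf3/7*-/- BMDCs (517 higher, 301 lower). A total of 3896 genes were called in at least 1 of these 4 comparisons. With a fold change threshold of 4 this total was 1439, the largest shift among the alternatives. The Cuffdiff q-values behind the paper's own calls were not used here. The paper's log2 ratios in Supplementary Data 1, of which the first 1995 lines were used, equal those of the deposited FPKM within 0.001 for at least 99.6% of the genes in each of the 4 comparisons. In wild-type BMDCs, the largest rises among genes with at least 10 FPKM were those of *Pcp4* (0.127 to 317 FPKM), *Krt16* (0.0523 to 133 FPKM) and *Rsad2* (3.99 to 1245 FPKM), and the largest falls those of *Clec4b1* (30.0 to 0.329 FPKM), *Fcrls* (30.4 to 0.456 FPKM) and *Hr* (10.2 to 0.131 FPKM). Compared with treated wild-type BMDCs, the largest falls were those of *Gzma*, *Ifng* and *Gzmc* in *Tmem173*-/- BMDCs, where each was listed at 0, of *Ubd*, *Clic5* and *Il12rb1* in *Irf1*-/- BMDCs, and of *Pcp4*, *Irf7* and *Krt16* in *Irf3/7*-/- BMDCs. *Gzma*, *Ifng* and *Gzmc* were also listed at 0 in untreated *Tmem173*-/- BMDCs. In wild-type BMDCs *Ifng* rose with c-di-GMP, while *Gzma* (349 and 329 FPKM) and *Gzmc* (197 and 206 FPKM) hardly changed. Their falls are thus no loss of induction. The largest rises were those of *Fn1*, *Clec4b1* and *Hr* in *Tmem173*-/- BMDCs, of *Fbp1*, *Rbp4* and *Anxa8* in *Irf1*-/- BMDCs, and of *Mmp13*, *Mt3* and *Xcl1* in *Irf3/7*-/- BMDCs.

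**Figure D3:**
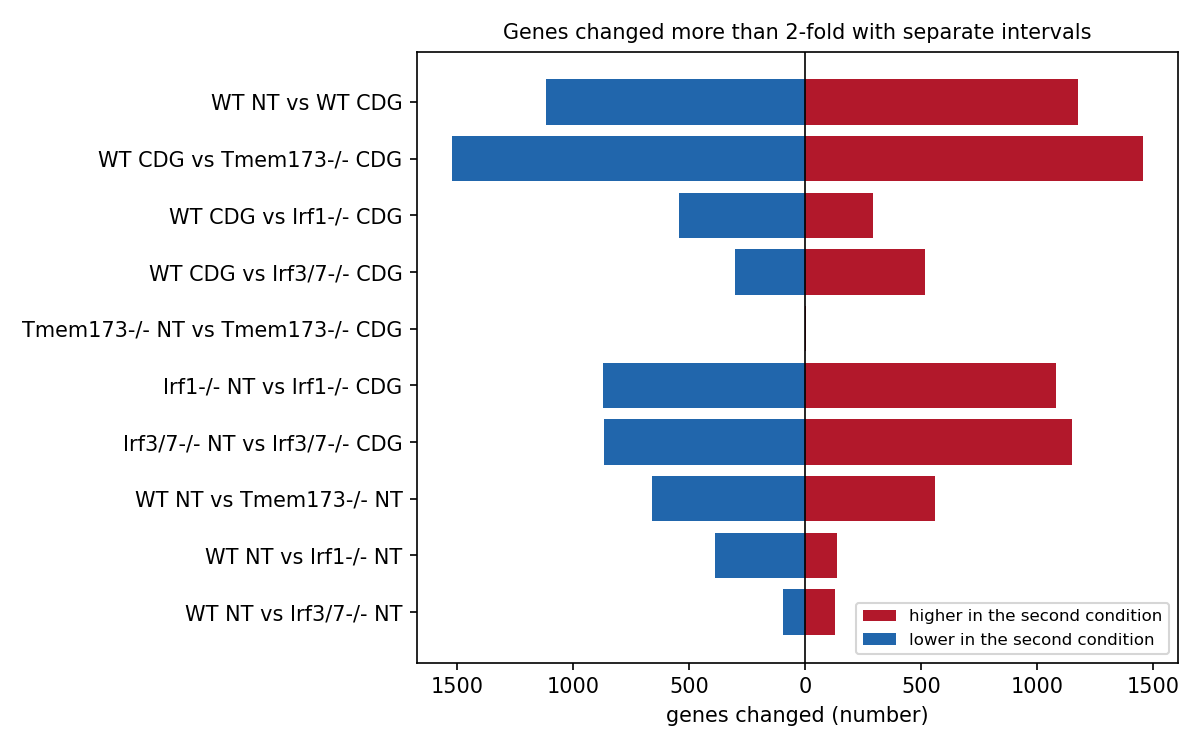
Number of genes called higher (right) and lower (left) in the second condition of each comparison (x axis: number of genes; NT, untreated; CDG, c-di-GMP for 18 h). The comparison of untreated with treated *Tmem173*-/- BMDCs has 6 genes, against 2291 in wild-type BMDCs.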

Using Cuffdiff analysis, a total of 4588 genes were found to be differentially expressed by more than two-fold and a false discovery rate (FDR) cutoff of 0.05 between indicated groups (Supplementary Data 1). The Venn diagram in Fig. 4a represents the overlap of up-regulated or down-regulated genes comparing wild-type responses to c-di-GMP with those found in *Irf1*^−/−^, *Irf3/7*^−/−^, and *Tmem173*^−/−^ mice demonstrating that STING together with *Irf1* and *Irf3/7* conveyed the majority of the transcriptional response to c-di-GMP.

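Of the 3896 genes, 160 were called in all 4 comparisons and 1681 in exactly 1. Of the 2291 genes that changed with c-di-GMP in wild-type BMDCs, 1749 (76.3%) were called in the opposite direction in treated *Tmem173*-/- BMDCs compared with treated wild-type BMDCs, and 620 (27.1%) in treated *Irf1*-/- or *Irf3/7*-/- BMDCs. Separately, 292 of the 1175 induced genes (24.9%) were lower in *Irf1*-/- and 209 (17.8%) lower in *Irf3/7*-/- BMDCs after c-di-GMP. A total of 118 genes were lower in both *Irf1*-/- and *Irf3/7*-/- BMDCs, and 87 were higher in both. The 4 comparisons share the treated wild-type values, so they are not independent. In 20 simulations of unchanged knockouts, with noise set by the authors' intervals, at most 2 genes were lower in both, at most 2 higher in both, and at most 2 higher after c-di-GMP in wild-type BMDCs and lower in a knockout. This noise leaves out differences between cultures. A deviation of the treated wild-type cultures from other wild-type cultures would add to these overlaps and cannot be measured with 1 value per condition. From the overlaps in Fig. 4a, the paper concludes that STING together with *Irf1* and *Irf3/7* conveyed most of the transcriptional response to c-di-GMP.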

**Fig. 4:**
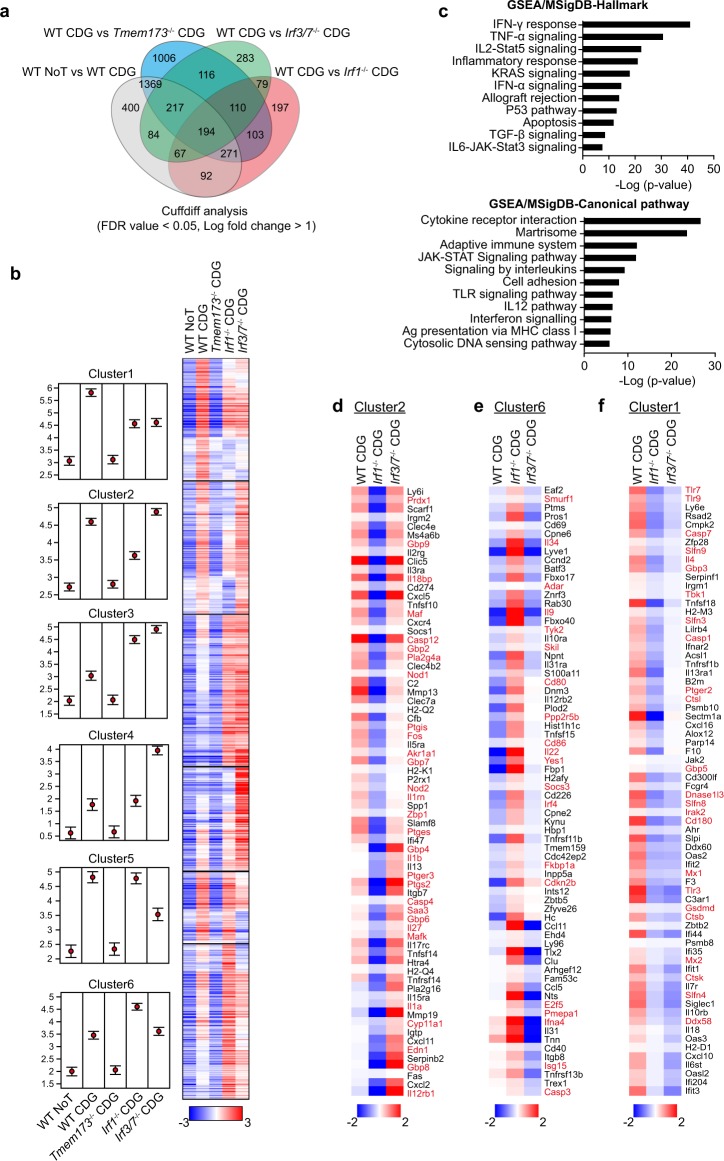
IRF1 and IRF3/7 control unique gene expression signatures upon STING activation. RNA-seq analyses of BMDCs from wild-type, *Tmem173*^−/−^, *Irf1*^−/−^, and *Irf3/7*^−/−^ mice 18 h after 50 μg/ml of c-di-GMP stimulation. **a** Venn diagram of at least two-fold differentially expressed genes (DEGs) in the indicated pairwise cuffdiff analysis from wild-type, *Tmem173*^−/−^, *Irf1*^−/−^, or *Irf3/7*^−/−^ BMDCs. DEGs were identified using an FDR cutoff <0.05 and a fold change cutoff >2. **b** GSEA/MisDB analysis showing significant pathways in “Hallmark” and “Canonical pathway” categories. **c** Starwars plot generated in Seqmonk showing the expression of DEG signatures in CDG-dependent gene clusters in wild-type, *Tmem173*^−/−^, *Irf1*^−/−^, or *Irf3/7*^−/−^ BMDCs. The individual data points are given in the supplemental data sets for the identified clusters (Supplementary Data 1). For each group the mean quantification of gene signatures is represented by a filled circle and the confidence interval (standard error) presented by error bars. The Heat map shows the hierarchical clustering of DEGs from wild-type, *Tmem173*^−/−^, *Irf1*^−/−^, and *Irf3/7*^−/−^ BMDCs stimulated for 18 h by c-di-GMP. **d**–**f** Heat maps showing genes contained in the indicated clusters in **c** that contain IRF1 and IRF3/7-dependent gene signatures with key regulators high-lighted in red.

Hierarchical-clustering analysis was used to distinguish genes that were induced by c-di-GMP stimulation in wild-type BMDCs but not by *Tmem173*^−/−^ BMDCs (Fig. 4b). 

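Of the 1175 genes induced in wild-type BMDCs, 932 (79.3%) were lower in treated *Tmem173*-/- than in treated wild-type BMDCs, and 7 were higher. No gene of the 1175 was called higher after c-di-GMP within *Tmem173*-/- BMDCs, where 6 of 10867 genes changed, 5 higher and 1 lower. The gene that was lower, *Rn45s*, is a ribosomal RNA precursor, which fell from 566 to 196 FPKM. Under the alternatives, the number of genes that changed in *Tmem173*-/- BMDCs lay between 0 (fold change threshold of 4) and 83 (fold change alone, without the intervals). By fold change alone 40 were higher and 43 lower, by a z from the intervals 12 and 13, and with a pseudocount of 1 FPKM 0 and 1. With a threshold of 1.5, 54 were higher and 2 lower, with a pseudocount of 0.01 FPKM or median centring 10 and 1, without the filter 6 and 4, and with a minimum of 5 FPKM 3 and 1. Part of the difference between the genotypes was there without c-di-GMP: 213 of the 932 genes (22.9%) were also lower in untreated *Tmem173*-/- than in untreated wild-type BMDCs.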

1869 differentially expressed genes that were significantly upregulated more than two-fold could further be differentiated into clusters that were dependent on *Irf1* and/or *Irf3/7* distinguishing six signatures that were dependent on *Irf1* or *Irf3/7* alone or regulated by both *Irf1* and *Irf3/7* together (Supplementary Data 2, Fig. 4b). 

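Supplementary Data 2 lists log2 expression for 1866 different gene symbols in 1869 lines, and 1865 of these symbols are in the deposited table. In the table, 1052 of the 1865 genes were more than 2-fold higher in treated than in untreated wild-type BMDCs, 903 were called higher and 50 were called lower. Their median log2 change was 1.10. The whole table holds 272 further genes called higher that are not in the list. In the paper's own values in Supplementary Data 2, 1043 of the 1866 genes are more than 2-fold higher in treated wild-type BMDCs, with a median log2 change of 1.19. More than 2-fold higher in both sources were 728 genes, and the wild-type log2 changes of the sources correlated across genes at r of 0.541. The untreated and treated wild-type values of Supplementary Data 2 correlated with their own columns of the table at r of 0.823 and 0.843, and those of the treated knockouts at 0.932 to 0.945. Of the 1865 genes, 1175 were lower in treated *Tmem173*-/- than in treated wild-type BMDCs. In treated *Irf1*-/- BMDCs 284 were lower and 114 higher, and in treated *Irf3/7*-/- BMDCs 175 were lower and 203 higher. With a fold change threshold of 4, the number of genes higher in treated wild-type BMDCs was 392.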

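Supplementary Data 2 gives no cluster number per gene, so dependence was read from the calls. Among the 1175 genes induced by c-di-GMP in wild-type BMDCs, 199 (16.9%) were lower in *Irf1*-/- but not in *Irf3/7*-/- BMDCs after c-di-GMP, and 32 (2.72%) were higher in *Irf1*-/- BMDCs. When dependence was instead read from the induction within each genotype, as a fold change less than 50% of that in wild-type BMDCs, 96 genes depended on *Irf1* alone, and in 116 the induction in *Irf1*-/- was more than 2-fold that in wild-type BMDCs. Of the 292 induced genes that were lower in *Irf1*-/- BMDCs after c-di-GMP, 95 (32.5%) were also lower in untreated *Irf1*-/- than in untreated wild-type BMDCs. Within *Irf1*-/- BMDCs, 801 of the 1175 genes (68.2%) were themselves called higher after c-di-GMP.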

We were able to identify specific clusters of co-regulated genes that were specifically dependent on *Irf1* (clusters 2, 6). We also identified programs that were dependent on Irf3/7 alone (clusters 4 and 5) or required *Irf1* and *Irf3/7* (clusters 1, 3). In addition, genes in cluster 3 were significantly elevated in response to c-di-GMP in *Irf1*^−/−^ and *Irf3/7*^−/−^ BMDCs with a subgroup of genes specifically further elevated in *Irf3/7*^−/−^ BMDCs. 

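Lower in *Irf3/7*-/- but not in *Irf1*-/- BMDCs after c-di-GMP were 116 of the 1175 induced genes (9.87%), and 52 were higher in *Irf3/7*-/- BMDCs. Read from the induction within each genotype, 130 genes depended on *Irf3/7* alone, against 96 on *Irf1* alone, and in 50 the induction in *Irf3/7*-/- was more than 2-fold that in wild-type BMDCs. In both knockouts 93 genes (7.91%) were lower, and 767 genes (65.3%) were lower in neither. In *Irf3/7*-/- BMDCs, 779 of the 1175 genes (66.3%) were called higher after c-di-GMP. Only 10 of the 209 induced genes that were lower in treated *Irf3/7*-/- BMDCs were already lower without treatment. Over the 1175 genes, the median share of the wild-type log2 induction that each knockout kept was 1.54% in *Tmem173*-/-, 93.4% in *Irf1*-/- and 84.2% in *Irf3/7*-/- BMDCs, each against its own untreated condition. The quartiles were -9.01% and 13.0% in *Tmem173*-/-, 63.8% and 119% in *Irf1*-/-, and 59.8% and 106% in *Irf3/7*-/- BMDCs. Genes are not replicates, and these quartiles describe the spread over genes.

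**Figure D4:**
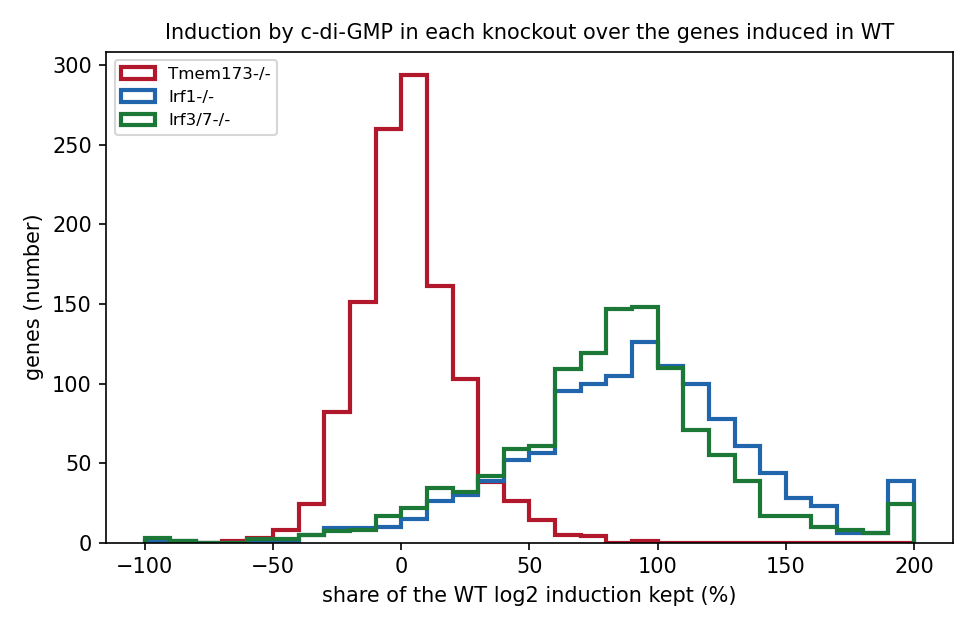
Number of genes (y axis) by the share of the wild-type log2 induction that was kept in *Tmem173*-/-, *Irf1*-/- and *Irf3/7*-/- BMDCs (x axis, in percent), over the 1175 genes induced in wild-type BMDCs. Shares beyond the axis are in its first and last bins, and the medians are 1.54%, 93.4% and 84.2%.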

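Of the 1175 induced genes, 5 were higher in both *Irf1*-/- and *Irf3/7*-/- BMDCs than in wild-type BMDCs after c-di-GMP, 27 in *Irf1*-/- BMDCs alone and 47 in *Irf3/7*-/- BMDCs alone. Among all genes, whether or not they were induced in wild-type BMDCs, 87 were higher in both. Of the 517 genes that were higher in treated *Irf3/7*-/- BMDCs, 81 (15.7%) were also higher without treatment.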

To define biological relevance of each cluster, we used gene sets from pathway databases as available in the PathCards and Molecular Signature Database (MSigDB)^36,37^. Gene set enrichment analysis (GSEA) in MSigDB data revealed that differently regulated genes (genes in clusters 2 and 6) by *Irf1*^−/−^ BMDCs compared with both wild-type and *Irf3/7*^−/−^ BMDCs are affiliated with IFN-γ, IFN-α, TGF-β, and IL6-JAK-STAT3 signaling gene signatures (Fig. 4c).

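After c-di-GMP, *Ptgs2* (chromosome 1, 150100031 to 150108227) had 92.1 FPKM (69.7 to 114) in wild-type BMDCs and 0.843 FPKM (0.566 to 1.12) in *Irf1*-/- BMDCs, a log2 difference of -6.61. *Ptges* (chromosome 2, 30889471 to 30929863) had 20.8 FPKM in wild-type and 1.15 FPKM in *Irf1*-/- BMDCs, and *Pla2g4a* 26.1 and 5.67 FPKM. *Il1b* (chromosome 2, 129364570 to 129371139) had 611 FPKM (469 to 753) in wild-type and 113 FPKM (86.8 to 139) in *Irf1*-/- BMDCs, where it had 120 FPKM without treatment. *Il1a* had 390 FPKM in wild-type and 146 FPKM in *Irf1*-/- BMDCs. In the table, *Il1a* and *Il1b* overlap the loci of *Gm14023* and *Gm14047*, and whether the Cuffdiff counting used strand was not given. *Nod2* and *Casp12* were also lower in *Irf1*-/- BMDCs, with log2 differences of -1.21 and -4.41. *Casp12* had 2.24 FPKM in treated wild-type BMDCs, and its call was lost with a minimum of 5 FPKM. Not called lower in *Irf1*-/- BMDCs after c-di-GMP were *Casp4*, *Il1rn*, *Fos*, *Nod1*, *Cyp11a1*, *Edn1*, *Akr1a1* and *Prdx1*, with log2 differences between -0.74 for *Nod1* and 0.32 for *Akr1a1*. Of these, *Casp4*, *Il1rn*, *Fos*, *Nod1*, *Akr1a1* and *Prdx1* were called higher after c-di-GMP within *Irf1*-/- BMDCs, with log2 changes from 1.19 for *Akr1a1* to 3.20 for *Casp4*. *Ptger3* and *Ptgis* stayed below 1 FPKM in the wild-type and *Irf1*-/- conditions and were not tested.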

IRF1-dependent cluster 2 contained Caspases (*Casp4* and *Casp12*), IL-1-signaling-associated genes (*Il1α*, *Il1β*, *Il1rn*, *Fos*, *Nod1*, and *Nod2*) and genes responsible for prostaglandin synthesis and regulation (*Ptgs2*, *Ptger3*, *Ptges*, *Ptgis*, *Cyp11a1*, *Edn1*, *Pla2g4a*, *Akr1a1,* and *Prdx1*) all off which failed to upregulate in *Irf1*^−/−^ BMDCs upon c-di-GMP stimulation (Fig. 4d). 

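In wild-type BMDCs, *Gsdmd* (chromosome 15, 75862327 to 75867408) rose from 62.8 FPKM (48.3 to 77.3) to 126 FPKM (94.9 to 155) with c-di-GMP, a log2 change of 1.00 that lay just below the threshold. After c-di-GMP it was at 94.4 FPKM (71.7 to 117) in *Irf1*-/- and 89.8 FPKM (68.4 to 111) in *Irf3/7*-/- BMDCs, and the intervals overlapped with that of wild-type BMDCs. *Casp1* was at 157 FPKM (120 to 194) in wild-type, 68.7 FPKM (52.8 to 84.5) in *Irf1*-/- and 102 FPKM (77.6 to 126) in *Irf3/7*-/- BMDCs. It was called lower in *Irf1*-/- BMDCs, with a log2 difference of -1.19. In *Irf3/7*-/- BMDCs its log2 difference of -0.62 was not called. Without treatment *Casp1* was already lower in *Irf1*-/- BMDCs, at 20.4 FPKM (15.6 to 25.2) against 49.5 FPKM (37.8 to 61.3) in wild-type BMDCs. It thus rose with c-di-GMP in both genotypes. Treated *Ptger2* was at 2.87 FPKM (1.91 to 3.81) in wild-type, 1.63 FPKM (1.04 to 2.13) in *Irf1*-/- and 2.62 FPKM (1.72 to 3.43) in *Irf3/7*-/- BMDCs. It was called in neither knockout.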

The expression of Gasdermin D (*Gsdmd)*, noted as effector of pyroptosis and formation of pore for releasing IL-1β, *Ptger2*, encoding for the Prostaglandin E2 (PGE2) receptor EP2, and Caspases (*Casp1* and *Casp7*) were significantly impaired in both *Irf1*^−/−^ and *Irf3/7*^−/−^ BMDCs upon c-di-GMP stimulation (Fig. 4f). 

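*Il27* (chromosome 7, 126589010 to 126594941) rose in wild-type BMDCs from 0.533 FPKM to 20.6 FPKM (13.3 to 25.6) after c-di-GMP. In treated *Irf1*-/- BMDCs it was at 10.2 FPKM (6.49 to 13.6) and in treated *Irf3/7*-/- BMDCs at 16.3 FPKM (10.7 to 21.2), and neither difference was called. *Maf* was at 1.82 FPKM (1.11 to 2.38) in wild-type, 1.10 FPKM (0.644 to 1.46) in *Irf1*-/- and 3.94 FPKM in *Irf3/7*-/- BMDCs, where its interval did not overlap that of wild-type BMDCs. It was called higher in *Irf3/7*-/- BMDCs, with a log2 difference of 1.07 that fell below the threshold with a pseudocount of 1 FPKM. *Il12rb1* (chromosome 8, 70808449 to 70821424) was at 24.3 FPKM (18.7 to 30.0) in wild-type, 0.144 FPKM (0.0554 to 0.235) in *Irf1*-/- and 32.2 FPKM (25.0 to 39.5) in *Irf3/7*-/- BMDCs. Its fall in *Irf1*-/- BMDCs, with a log2 difference of -6.65, was called and the rise in *Irf3/7*-/- BMDCs was not. Without treatment *Il12rb1* was already at 9.62 FPKM in wild-type, 9.43 FPKM in *Irf3/7*-/-, 0.0886 FPKM in *Irf1*-/- and 0.212 FPKM in *Tmem173*-/- BMDCs.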

The expression of *Il27*, *Maf,* and *Il12rb1* recognized as IL-27-T_H_1-axis-associated genes were significantly reduced in *Irf1*^−/−^ BMDCs, while expression of these genes was significantly enhanced in *Irf3/7*^−/−^ BMDCs after c-di-GMP stimulation (Fig. 4d). Genes associated with TGF-β signaling (*Smurf1*, *Fkbp1a*, *Pmepa1*, *E2f5*, *Cdkn2b*, and *Skil*), IFN-α/β signaling (*Socs3*, *Ifna4*, *Tyk2*, *Isg15*, *Irf4,* and *Adar*) and CTLA-4 inhibitory signaling (*Yes1*, *PPP2R5B*, *CD80*, and *CD86*) associated genes were increased in *Irf1*^−/−^ BMDCs upon c-di-GMP stimulation (Fig. 4e). 

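In treated *Irf1*-/- compared with treated wild-type BMDCs, 1 of these genes was called higher and none was called lower. It was *Ifna4*, which was at 9.37 FPKM (5.74 to 11.8) in *Irf1*-/- and 3.53 FPKM (1.91 to 5.06) in wild-type BMDCs. The *Ifna* genes are near copies of each other, and reads shared between them may make this value uncertain, which was not examined. *Irf4* had 345 FPKM (262 to 429) in *Irf1*-/- and 173 FPKM (132 to 214) in wild-type BMDCs, a log2 difference of 1.00 with separate intervals that lay just below the threshold and passed at a fold change of 1.5. The genes of TGF-β signaling had a median log2 difference of 0.16, those of IFN-α/β signaling of 0.20 and those of CTLA-4 inhibitory signaling of 0.09. Of the 16 genes, 11 had a positive log2 difference. *Cd80* was at 207 FPKM in wild-type and 197 FPKM in *Irf1*-/- BMDCs, and *Cd86* at 255 and 248 FPKM.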

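After c-di-GMP, *Il6* (chromosome 5, 30013114 to 30019981) had 339 FPKM (228 to 410) in wild-type, 228 FPKM (152 to 273) in *Irf1*-/- and 580 FPKM (383 to 691) in *Irf3/7*-/- BMDCs, and the interval of wild-type BMDCs overlapped with that of each knockout, while those of the knockouts did not overlap. *Il23a* (chromosome 10, 128296139 to 128298752) had 7.81 FPKM (5.74 to 9.86) in wild-type and 10.9 FPKM (8.16 to 13.5) in *Irf1*-/- BMDCs, which was not called, and 18.1 FPKM (13.7 to 22.4) in *Irf3/7*-/- BMDCs, which was called higher with a log2 difference of 1.20. *Il23r* had 5.66 FPKM (4.25 to 7.05) in wild-type, 3.08 FPKM (2.24 to 3.92) in *Irf1*-/- and 3.44 FPKM (2.51 to 4.36) in *Irf3/7*-/- BMDCs. *Ebi3* had 240 FPKM (168 to 303), 147 FPKM (104 to 188) and 162 FPKM (115 to 208) in the same order. Neither *Il23r* nor *Ebi3* was called in either knockout, and with a fold change threshold of 1.5 *Il23r* was called lower in *Irf1*-/- BMDCs. In *Tmem173*-/- BMDCs after c-di-GMP, *Il6* was at 3.09 FPKM, *Il23a* at 0.100 FPKM, *Il23r* at 0.239 FPKM and *Ebi3* at 39.2 FPKM.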

In Cluster 3, *Il23a*, *Il23r*, *Il6*, and *Ebi3* were among genes significantly higher expressed in *Irf1*^−/−^ and *Irf3/7*^−/−^ BMDCs compared to wild-type BMDCs after c-di-GMP stimulation (Supplementary Fig. 3a). In contrast, TLR pathway genes (*Tlr3*, *Tlr7*, *Tlr9*, *CD180*, *Tbk1*, *Irak2*, *Ctsb*, *Ctsk,* and *Ctsl*) were significantly reduced in both *Irf1*^−/−^ and *Irf3/7*^−/−^ BMDCs upon c-di-GMP stimulation (Fig. 4f). 

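Called lower in treated *Irf1*-/- compared with treated wild-type BMDCs were *Tlr3*, *Tlr9* and *Cd180*, with log2 differences of -1.27, -1.20 and -1.12. In treated *Irf3/7*-/- BMDCs *Tlr3* was called lower, at 2.37 FPKM (1.66 to 3.06) against 6.77 FPKM (5.03 to 8.50) in wild-type BMDCs. *Tlr9*, *Cd180* and *Irak2* were called lower in *Irf3/7*-/- BMDCs at a fold change threshold of 1.5, as was *Irak2* in *Irf1*-/- BMDCs. *Tbk1* was at 56.9 FPKM in wild-type, 46.4 FPKM in *Irf1*-/- and 49.0 FPKM in *Irf3/7*-/- BMDCs. For *Ctsb*, *Ctsk* and *Ctsl* the log2 differences were 0.15, 0.40 and 0.60 in *Irf1*-/- and 0.01, 0.09 and 1.00 in *Irf3/7*-/- BMDCs. *Ctsl* rose to 152 FPKM (113 to 190) in *Irf3/7*-/- BMDCs, against 76.0 FPKM (57.1 to 94.7) in wild-type BMDCs, and was called higher there with median centring and at a fold change threshold of 1.5. Of the 9 genes, 6 had a negative log2 difference in *Irf1*-/- and 6 in *Irf3/7*-/- BMDCs.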

Expression levels of IFN-γ production-associated genes (*Il12a*, *Il12b*, *IL10*, *Ripk2,* and *Tnf*) were significantly up-regulated in *Irf3/7*^−/−^ BMDCs (Supplementary Fig. 3b). 

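After c-di-GMP, *Il12b* (chromosome 11, 44400063 to 44414033) was at 148 FPKM (114 to 182) in wild-type and 1474 FPKM (1099 to 1849) in *Irf3/7*-/- BMDCs, a log2 difference of 3.32. *Il12a* was at 6.57 FPKM (4.65 to 8.49) and 37.6 FPKM (28.1 to 47.0), and *Tnf* at 91.1 FPKM (68.4 to 114) and 355 FPKM (266 to 443). These 3 genes were called higher. *Il10* had 0.527 FPKM (0.244 to 0.792) in wild-type and 1.14 FPKM (0.609 to 1.64) in *Irf3/7*-/- BMDCs, with overlapping intervals, and *Ripk2* 141 FPKM (106 to 176) and 129 FPKM (97.0 to 161). In treated *Irf1*-/- BMDCs *Il12b* was at 49.9 FPKM (38.6 to 61.3).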

RIG-1/MDA5 mediated induction of IFN-α/β pathway genes (*Trim25*, *Ifih1*, *Rnf135*, *Dhx58*, and *Irf7*), Notch pathway genes (*Src*, *Ccnd1*, *Hdac10*, and *Kat2b*), Caspases (*Casp3* and *Casp6*) were significantly down-regulated in *Irf3/7*^−/−^ BMDCs (Supplementary Fig. 3c).

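In treated *Irf3/7*-/- compared with treated wild-type BMDCs, *Irf7*, *Src* and *Ccnd1* were called lower, with log2 differences of -7.08, -1.66 and -1.97. *Irf7* is itself targeted in this knockout. *Ccnd1* did not rise with c-di-GMP in wild-type BMDCs, where it was at 31.3 FPKM (23.1 to 39.6) without and 16.9 FPKM (13.1 to 20.6) with treatment, and it overlaps *Mir3962*. *Ifih1* and *Rnf135* had separate intervals and log2 differences of -0.78 and -0.86, which passed at a fold change threshold of 1.5. The log2 differences of *Trim25*, *Kat2b* and *Casp6* lay between -0.73 and -0.64 and their intervals overlapped. *Dhx58* was at 87.2 FPKM in wild-type and 82.7 FPKM in *Irf3/7*-/- BMDCs, and *Hdac10* at 1.49 and 1.60 FPKM.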

Collectively, this data identified a IRF1-specific genes expression signature characterized by IL-1 family cytokines, Gasdermin D and eicosanoid enzymes that was induced in DCs during the recognition of microbial c-di-GMP by STING.

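Set against untreated cells of the same genotype, *Ptgs2*, *Il1b*, *Il1a* and *Pla2g4a* had log2 changes with c-di-GMP of 6.06, 1.99, 2.07 and 1.20 in wild-type and of 1.72, -0.09, 0.59 and 0.31 in *Irf1*-/- BMDCs. In *Irf3/7*-/- BMDCs the log2 changes of *Ptgs2*, *Il1b* and *Il1a* were 6.18, 1.51 and 1.40. After c-di-GMP, *Il1b* was at 245 FPKM (189 to 301) there, against 611 FPKM (469 to 753) in wild-type BMDCs. *Casp12* was at 0.567 FPKM (0.321 to 0.809) against 2.24 FPKM (1.54 to 2.93). Both were more than 2-fold lower with separate intervals, so neither fall was specific to *Irf1*-/- BMDCs. *Il1a* was at 266 FPKM (200 to 332) against 390 FPKM (288 to 491), with overlapping intervals. *Ptgs2* stayed below 1 FPKM in both *Irf1*-/- conditions. For *Gsdmd*, the log2 change within *Irf1*-/- BMDCs was 1.13, from 43.1 FPKM (32.8 to 53.3) without treatment, and was called higher. Over 52 genes that the paper's text names for treated *Irf1*-/- BMDCs, 12 of the 32 stated to be lower were called lower and 1 of the 20 stated to be higher was called higher. Of the 32, *Ptger3* and *Ptgis* were not tested. In treated *Irf3/7*-/- BMDCs, 6 of 27 genes stated to be lower and 6 of 14 stated to be higher were called so, and 3 of the 27, *Il22*, *Il34* and *Il9*, were not tested. In the paper's own values in Supplementary Data 2, whose treated wild-type values correlated with those of the table at r of 0.843, all 52 genes and 38 of the 41 have the stated direction. None of the tested genes of these tallies was called in the direction opposite to the text. The tallies leave out the paper's PCR results. There *Il33* is described as lower in *Irf1*-/- DCs after c-di-GMP (Fig. 5c). Here it was called higher, at 67.8 FPKM (52.5 to 83.2) against 21.6 FPKM (16.9 to 26.4) in wild-type BMDCs.

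**Figure D5:**
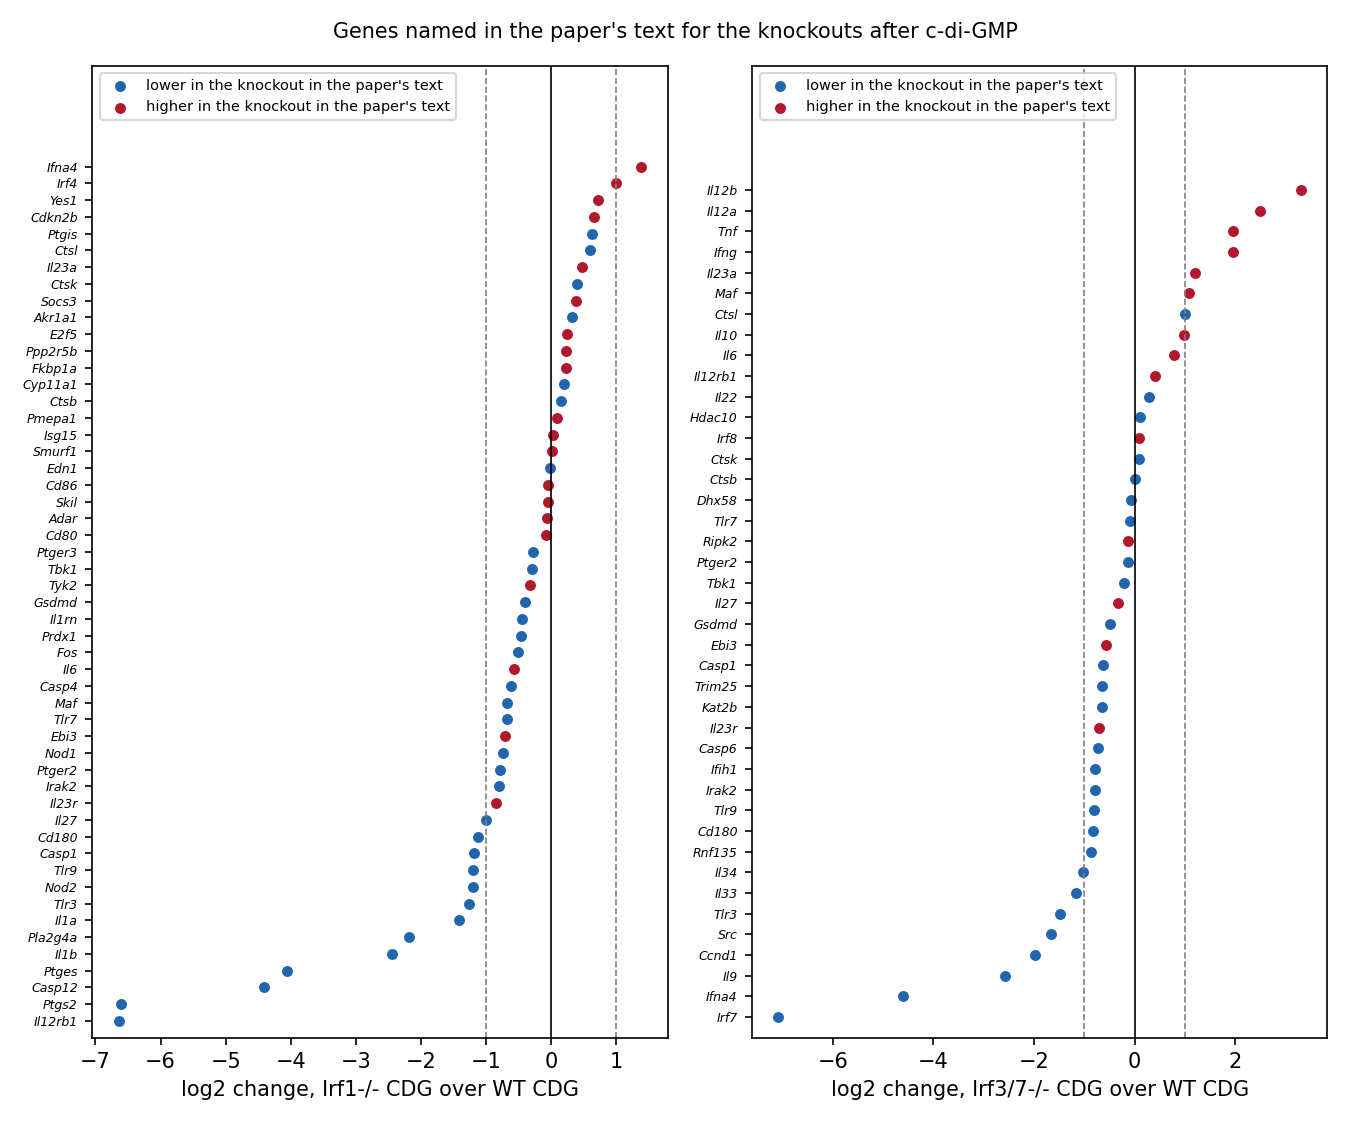
Log2 change (x axis) of the genes that the paper's text names (y axis), in treated *Irf1*-/- (left) and treated *Irf3/7*-/- (right) over treated wild-type BMDCs. Blue points are genes the text describes as lower and red points genes it describes as higher in the knockout, and dashed lines mark a 2-fold change.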

### IRF1 mediates the activation of the IL-1/Gasdermin D system

To confirm the RNA-sequencing findings, we carried out independent experiments to define mRNA and protein expression of IL-1 family cytokines, Gasdermin D and caspase activation in response to c-di GMP stimulation of DCs. Indeed. *Tmem173*^−/−^ DCs expressed significantly less mRNA encoding for IL-1α, IL-1β, IL-33, IL-36α, and IL-18 for 4 and 18 h after stimulation with c-di-GMP (Fig. 5a). We found that IRF1 was required for the induction of *Il1α* and *Il1β* mRNA expressions and protein secretion by DCs (Fig. 5b, d). *Irf1*^−/−^ DCs expressed significant less *Il1α* and *Il1β* mRNA expressions after 4 and 18 h of stimulation with c-di-GMP compared to wild-type DCs (Fig. 5b). Consequently, *Irf1*^−/−^ as well as *Tmem173*^−/−^ DCs failed to secrete significant amounts of IL-1α and IL-1β when compared to wild-type DCs upon STING activation for 18 h (Fig. 5d).

**Fig. 5:**
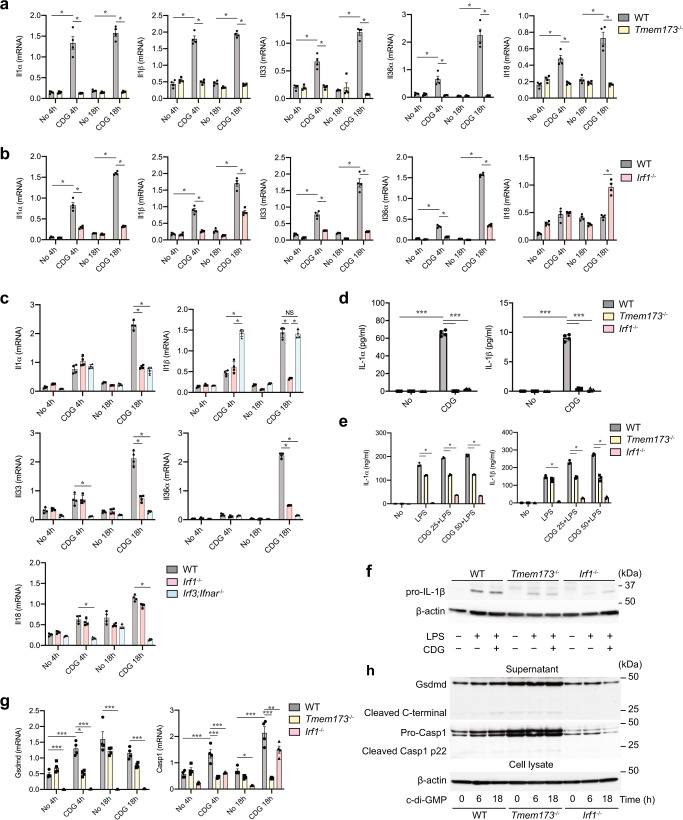
IRF1 is required for T_H_17 cell differentiation during STING activation. **a** qRT-PCR analysis of the Il1 family genes in BMDCs from *Tmem173*^−/−^ versus wild-type mice after 4 and 18 h stimulation by 25 μg/ml of c-di-GMP. *n* = 4. *p < 0.001. **b** mRNA expression of Il1 family genes in BMDC from *Irf1*^−/−^ versus wild-type mice after stimulation with c-di-GMP at indicated time. *n* = 4. *p < 0.001. **c** qRT-PCR analysis of the indicated genes in BMDCs from wild-type, *Irf1*^−/−^, and *Irf3*;*Ifnar*^−/−^ mice after 4 and 18 h stimulation by 25 μg/ml of c-di-GMP. *n* = 4. *p < 0.001. **d** Production of IL-1α and IL-1β in BMDCs from *Irf1*^−/−^, *Tmem173*^−/−^ versus wild-type mice after 18 h c-di-GMP stimulation. *n* = 4, *p < 0.001. **e, f** wild-type, *Tmem173*^−/−^ and *Irf1*^−/−^ BMDCs were LPS-primed for 3 h followed by stimulation with c-di-GMP for 6 h and supernatant were measured for IL-1α and IL-1β by ELISA **e**. *n* = 3. *p < 0.001. **f** Immunoblot analysis of IL-1β in cell lysates. **g** qRT-PCR analysis of *Casp1* and *Gsdmd* gene expressions in BMDCs from wild-type, *Tmem173*^−/−^, and *Irf1*^−/−^ mice after 4 and 18 h stimulation by 25 μg/ml of c-di-GMP. *n* = 4 *p < 0.05, ***p < 0.001. **h** Immunoblot analysis of Gasdermin D and Caspase-1 in cell supernatant of BMDCs from wild-type, *Tmem173*^−/−^, and *Irf1*^−/−^ mice after 6 and 18 h c-di GMP stimulation. *P*-values, one-way **h**, two-way ANOVA **a**, **b**, **c**, **d**, **e**, and **g** followed by Tukey’s multiple-comparisons test. Data shown are the mean value ± SD in ELISA or mean value ± SEM in qRT-PCR experiments. Data are representative of two independent experiments with similar results.

IRF1 was specifically required for the induction of *Il1β* and *Il12b* by c-di-GMP as induction of these cytokines was not impaired in *Irf3*;*Ifnar* double-deficient DCs (Fig. 5c and Supplementary Fig. 1d). In contrast, *Irf1*^−/−^ and *Irf3*^−/−^;*Ifnar*^−/−^ DCs expressed significantly less *Il1α*, *Il33,* and *Il36α* mRNA expressions, suggesting that either IRF3 or response through the IFNAR downstream of IRF1 contributed to the induction of these cytokines (Fig. 5c). Furthermore, the expression of *Il12rb1* and *Il12rb2* in response to c-di-GMP stimulation was significantly reduced in *Irf1*^−/−^ DCs compared to wild-type DCs (Supplementary Fig. 1a). IRF1 and IRF3/IFNAR together were also required for the control of *Ptges1*, *Ptgs2*, *Gbp10*, *Gbp6*, *Il23r*, and *Ifnα2* mRNA expression by c-di-GMP (Supplementary Fig. 1b). However, *Il18* mRNA was induced by c-di-GMP independent on IRF1 but was significantly less induced in *Irf3*^−/−^;*Ifnar*^−/−^ DCs compared to wild-type DCs (Fig. 5c). IRF3 and IFNAR together but not IRF1 were also required for the induction of classical type I interferon response genes, such as *Mx2*, *Slfn5*, and *Ifnβ* (Supplementary Fig. 1c). Further, neither IRF3 nor IFNAR was required for the regulation of *Tgfβ1* mRNA expression by c-di-GMP (Supplementary Fig. 1d).

To determine whether IRF1 was a master regulator for IL-1α and IL-1β expressions we primed wild-type, *Irf1*^−/−^, and *Tmem173*^−/−^ DCs with LPS for 3 h before stimulation with c-di-GMP for additional 6 h. LPS and c-di-GMP demonstrated synergistic induction of IL-1α and IL-1β protein secretion (Fig. 5e). Remarkably, we found that IRF1 was also required for the induction of IL-1α and IL-1β by LPS (Fig. 5e). In contrast, *Tmem173*^−/−^ DC were able to respond to LPS with reduced induction of IL-1α and IL-1β (Fig. 5e). Western blot analysis of DCs lysates demonstrated that *Irf1*^−/−^ DCs produced less un-cleaved IL-1β compared to wild-type and *Tmem173*^−/−^ DCs (Fig. 5f). Importantly, direct inflammasome activation by a combination of ATP and LPS was not impaired in *Tmem173*^−/−^ or *Irf1*^−/−^ DCs (Supplementary Fig. 2).

Important for the secretion of IL-1β is the activation of Caspase-1 and Gasdermin D^38^. We found that c-di-GMP induced IRF1-dependent *Casp1* and *Gsdmd* mRNA and protein expression in DCs (Fig. 5g, h). *Irf1*^−/−^-deficient DCs expressed significantly less Gasdermin D mRNA expression compared to wild-type DCs, and failed to upregulate Gasdermin D mRNA expression in response to c-di-GMP (Fig. 5g). *Tmem173*^−/−^ DCs expressed Gasdermin mRNA comparable to wild-type DCs and failed to significantly upregulated Gasdermin D mRNA in response to c-di-GMP (Fig. 5g). *Casp1* expression was significantly reduced in *Tmem173*^−/−^ and *Irf1*^−/−^ DCs (Fig. 5g). We next analyzed expression of full-length and cleaved Gasdermin D and Caspase-1 in wild-type, *Tmem173*^−/−^, and *Irf1*^−/−^ DCs in response to c-di-GMP stimulation. Caspase-1 and Gasdermin D protein levels increased upon STING activation over an 18-h time period (Fig. 5h). *Irf1*^−/−^ DCs were unable to respond to stimulation with c-di-GMP with the induction of Gasdermin D and Caspase-1 (Fig. 5h). Remarkably, *Tmem173*^−/−^ DCs demonstrated elevated Gasdermin D and Caspase-1 protein expression independent of c-di-GMP stimulation (Fig. 5h).

These experiments identified IRF1 as a critical transcription factor that was responsible for the induction of IL-1 family member cytokines and Gasdermin D in the STING pathways. IRF1-mediated transcription was further required as an upstream signal that regulated enzymes of the prostaglandin synthesis pathway and controlled IL-12 and IL-23 receptor components in DCs.

### IRF1 controlled IL-1 expression is required for T_H_17 cell induction

We aimed next to understand whether the lack of IL-1β or eicosanoid synthesis was responsible for the lack of T_H_17 cell generation during antigen presentation by *Irf1*^−/−^ DCs. We stimulated wild-type or *Irf1*^−/−^ DCs with IL-1α or IL-1β 18 h after uptake of OVA in the presence of c-di-GMP, and determined the resulting T cells polarization during subsequent antigen presentation (Fig. 6a). Both IL-1α and IL-1β were able to re-establish IL-17A as well as IFN-γ secretion by T cells during antigen-specific activation by *Irf1*^−/−^ DCs (Fig. 6a).

**Fig. 6:**
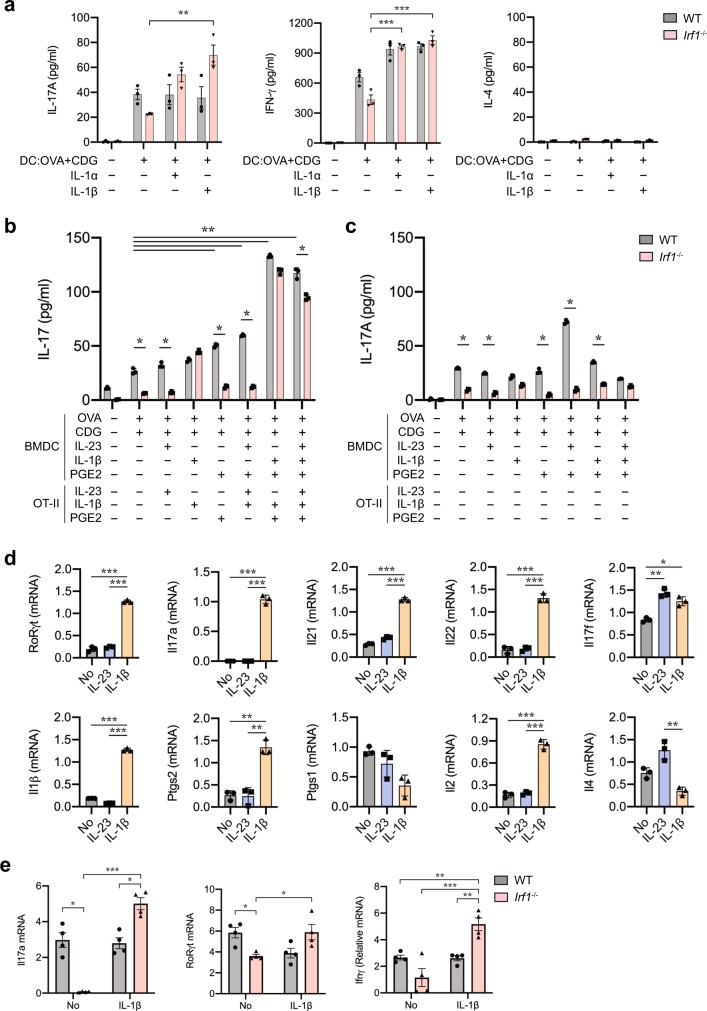
IL-1β is necessary for T_H_17 cell differentiation during antigen presentation. **a** BMDCs from wild-type and *Irf1*^−/−^ mice were stimulated with OVA plus c-di-GMP for 18 h and washed three times with medium and co-cultured with MACS-sorted naïve OT-II cells in the presence of 5 ng/ml IL-1α or 5 ng/ml IL-1β. **a** IL-17A and IFN-γ production was measured in supernatants by ELISA at day 4. *n* = 4. **p < 0.01, ***p < 0.001. **b**, **c** BMDCs from wild-type and *Irf1*^−/−^ mice were stimulated with OVA plus c-di-GMP in the presence of 20 ng/ml IL-23, 5 ng/ml IL-1β, and/or 10 μM PGE and washed three times with medium and co-cultured with MACS-sorted naïve OT-II cells in the presence **b** or absence **c** of IL-23, IL-1β, and/or PGE. IL-17A production in cell supernatants of BMDC:T cells co-cultured for 4 days was measured by ELISA. *n* = 3. *p < 0.05, **p < 0.001. **d** IL-23 and IL-1β treated CD4^+^ T cells from co-cultured *Irf1*^−/−^ BMDCs were sorted at day 4 by flow cytometry. mRNA expression of the indicated genes was assessed by qRT-PCR. *n* = 3. *p < 0.05, **p < 0.01, ***p < 0.001. **e** wild-type and *Irf1*^−/−^ mice were immunized with OVA plus c-di-GMP through i.p. route and recombinant mouse IL-1β were injected on day 1 and day 3 and sacrificed on day 5. CD4^+^ T cells were sorted from MLNs by MACS separation kit. qRT-PCR analysis of *Il17a*, *RoRγc,* and *Ifnγ* expressions in CD4^+^ T cells from *Irf1*^−/−^ verses wild-type mice. *n* = 4. *p < 0.05, **p < 0.01, ***p < 0.001. *p*-values, one-way ANOVA **d** or two-way ANOVA **a**, **b**, **e** followed by Tukey’s multiple-comparisons test or unpaired two-tailed Student’s *t*-test **a**–**c**. Data shown represent two independent experiments.

We next determined whether IL-23 or PGE2 alone or in combination with IL-1β controlled T cells polarization during antigen presentation and T cell activation (Fig. 6b, c). We found that the substitution of IL-1β during T cell activation was able to restore T_H_17 cell generation by *Irf1*^−/−^ DCs to the same levels observed in wild-type DC-T cell co-cultures (Fig. 6b). Remarkably, the combination of IL-1β and PGE2 induced significantly higher IL-17A production from T cells compared to IL-1β alone during antigen presentation by both wild-type and *Irf1*^−/−^ DCs (Fig. 6b). IL-1β was targeting T cells for T_H_17 differentiation as stimulating *Irf1*^−/−^ DCs alone or with a combination of IL-1β, IL-23, and PGE2 before the addition of T cells failed to restore T_H_17 differentiation (Fig. 6c).

To further define the role of IL-1β and IL-23 on T cells polarization during antigen presentation, we co-cultured with *Irf1*^−/−^ DCs after OVA uptake with naïve OT-II cells and determined the resulting polarization-associated gene programs after cell sorting (Fig. 6d). These experiments revealed that IL-1β induced significant expression of *RoRγt*, *Il17a*, *Il21*, *Il22*, *Il1β*, and *Il2* and reduced *Il4* mRNA expression (Fig. 6d). IL-1β and IL-23 both were able to induce *Il17f* expression, while IL-23 significantly enhanced *Il4* expression (Fig. 6d). IL-1β further specifically induced expression of *Ptgs2*, while inhibiting the *Ptgs1* mRNA expression during antigen-mediated T-cell activation (Fig. 6d).

We also supplemented IL-1β during in vivo immunization studies with OVA plus c-di-GMP in *Tmem173*^−/−^ and *Irf1*^−/−^ mice. Five days after immunization, CD4^+^ T cell isolated from MLNs expressed significantly less *Il17a* and *Ifnγ* in *Irf1*^−/−^ and *Tmem173*^−/−^ mice (Fig. 6e). IL-1β substitution at day 3 and day 5 after immunization was able to rescue expression of *RoRγt*, *Il17a*, and *Ifnγ* by CD4^+^ T cells in MLNs of *Irf1*^−/−^ mice (Fig. 6e). Thus, providing IL-1β during antigen-specific activation of naïve T cells in the presence of c-di-GMP in vitro and in vivo re-established RORγt and cytokine expressions responsible for T_H_17 cell differentiation by *Irf1*^−/−^ DCs. Although IL-1 was able to compensate for the lack of c-di-GMP-induced IRF1 signaling, IL-1 receptor activation of *Tmem173*^−/−^ DCs or T cells alone was unable to replace the entirety of innate immune signals that were activated by c-di-GMP as IL-1 alone was unable to reestablish *Il17* and *Ifnγ* expressions by T cells in STING-deficient mice (Supplementary Fig. 4).

In aggregate, these results indicated that STING-dependent activation of IRF1 facilitated IL-1 expression and subsequent eicosanoid synthesis that together were essential for T_H_17 differentiation during antigen presentation.

### STING-IRF1 signaling controls T_H_17 cells during mucosal host defense

We next resolved whether STING signaling was required for the induction of T_H_17 cells in response to infection with the entero-invasive pathogens *Salmonella enterica* Serovar Typhimurium that is known to induce T_H_17 cells in the intestinal immune system^39^. We orally infected mice with *S. Typhimurium* 20 h after streptomycin treatment to induce colitis^40^, with 2 × 10^8^ C.F.U. in 200 μl suspension in or treated with sterile PBS as control. CD11c^+^ DCs and CD4^+^ T cells were isolated 2 days after infection from MLNs to determine DCs activation, T_H_17 polarization, and *Ifnγ* mRNA expression by T cells.

We found that uptake and transport of *S. typhimurium* to MLNs was significantly enhanced in *Irf1*^−/−^ mice but not impaired in *Tmem173*^−/−^ mice compared to wild-type mice (Fig. 7a). Remarkably, in the presence of *S. typhimurium*, DCs isolated from MLNs from *Tmem173*^−/−^ and *Irf1*^−/−^ mice expressed significantly less *Il1α*, *Il1β*, *Casp1*, *Ptges1,* and *Ptgs2* indicating that the STING–IRF1 signaling axis was critical to mucosal defense activation (Fig. 7b). STING or IRF1-deficient DCs isolated from MLNs during *S. typhimurium* infection also expressed significantly less Gasdermin D, while Caspase 1 expression was found to be IRF1 dependent (Fig. 7b). The impaired DCs function in *Tmem173*^−/−^ and *Irf1*^−/−^ mice resulted in a significant lack of *Il17a*, *Il22*, and *Ifnγ* expression by CD4^+^ T cells isolated from MLNs from these mice compared to wild-type mice (Fig. 7c).

**Fig. 7:**
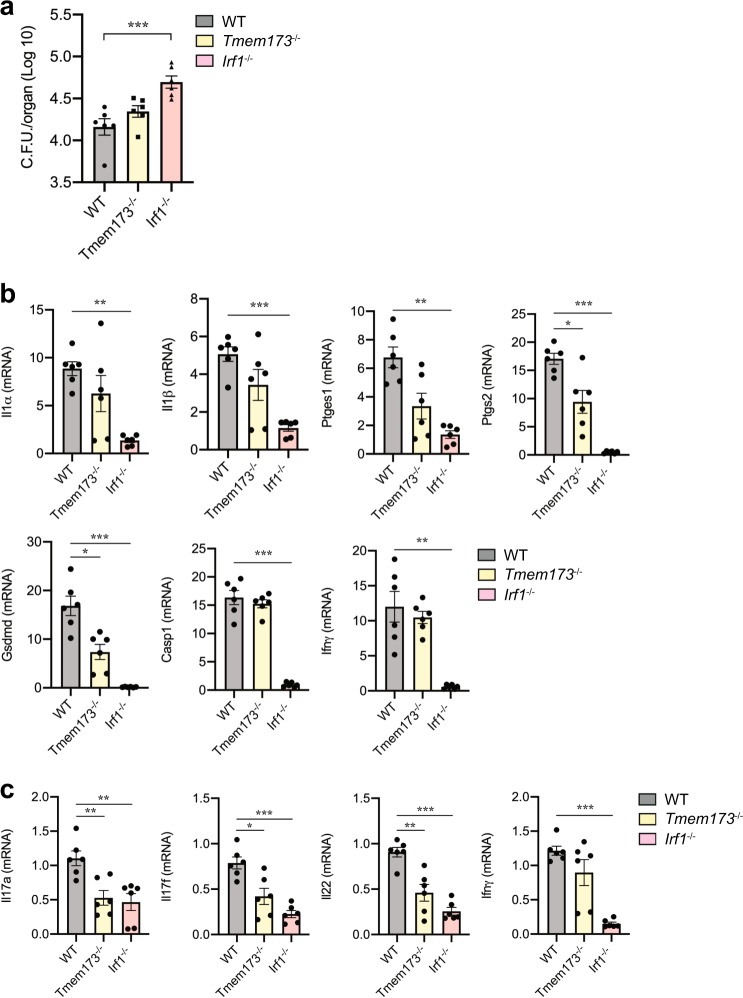
The Sting–IRF1 signaling axis controls T_H_17 differentiation during *S. typhimurium* infection. **a**–**c** Mice were infected with 2 × 10^8^ C.F.U. of *S. typhimurium* via oral gavage after 20 h of streptomycin treatment. Two days later, MLN were isolated to detect bacteria burden and CD11c^+^ DCs and CD4^+^ T cells sorted by MACS to identify gene expression. **a** Numbers of colony detected in MLNs on day 2 after *S. typhimurium* infection. Mean ± SEM. ***p < 0.001 by one-way ANOVA. **b** qRT-PCR analysis of *Il1α*, *Il1β*, *Ptgs2*, *Ptges1*, *Ifnγ*, *Casp1*, and *Gsdmd* gene expressions in CD11c^+^ DCs from MLNs of wild-type, *Tmem173*^−/−^, and *Irf1*^−/−^ mice. Mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA. **c** qRT-PCR analysis of *Il17a*, *Il17f*, *Il22*, and *Ifnγ* expressions in MACS-sorted MLN CD4^+^ T cells from wild-type, *Tmem173*^−/−^, and *Irf1*^−/−^ mice. *n* = 6, Mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 by one-way ANOVA. Data shown represent two independent experiments.

Together these experiments demonstrated that the STING–IRF1-signaling axis had a pivotal function for the control of DCs that initiated T_H_17 cell responses during host defense activation by *S. Typhimurium*.

## Discussion

These studies identified microbial CDNs as an important signal in the mucosal immune system for the differentiation of mucosal T_H_17 cells. CDNs are synthesized in bacteria, where they control virulence, stress survival, motility, antibiotic production, metabolism, biofilm formation, and differentiation^41^. Genes encoding enzymes involved in synthesis and degradation of CDNs are recognizable in the genomes of Gram-positive and Gram-negative bacterial species^41^. CDNs were able to activate IRF1, IRF3, STAT1, NF-κB, and c-Jun all of which could shape the mucosal immune response. We found *Tmem173*^−/−^ DCs unable to induce T_H_17 cells as they lacked the expression of cytokines, such as *Il6*, *Il23a*, *Il12a*, and *Il27*. Mucosal DCs that expressed the transcription factor Zbtb46 facilitated development of T_H_17 cells during antigen presentation in the presence of c-di-GMPs, as well as mucosal MHC II-positive CX3CR1^+^CD11b^+^CD103^−^ macrophage-derived DCs.

We identified IRF1 as the critical transcription factors activated by STING signaling that was responsible for the generation of T_H_17 cells during antigen presentation. We showed that the two most common human STING variants that are able to detect c-di-GMP could form immune complexes with IRF1. Further, STING expression enhanced serine/threonine phosphorylation of IRF1. However, ABs specific for phosphorylated residues of IRF1 will be required to assess IRF1 activation in the STING pathway more precisely in vivo. Further, the pathway-specific kinases that phosphorylated IRF1 upon STING signaling are unknown and may differ from those activating IRF1 during TLR or cytokine receptor signaling. Single nucleotide polymorphisms of human STING define interactions with CDNs and it will be important to determine whether genetic variants in *Tmem173* impact IRF1 activation and subsequently alter mucosal innate and adaptive immunity.

IRF1 expression in DCs was responsible for driving T cell activation, as IRF1 sufficient T cells failed to proliferate and acquire a T_H_17 cell phenotype in *Irf1*^−/−^ mice. In contrast, IRF1 expression in T cells was not required for T_H_17 cell differentiation initiated by anti-CD3-stimulated TCR signaling under T_H_17 polarizing conditions^42^.

IL-1β substitution allowed *Irf1*^−/−^ DCs to direct naïve CD4^+^ T cells to T_H_17 lineage commitment characterized by the expression of *RoRγt*, *Il17a*, *Il21*, *Il22*, and *Il31* during antigen presentation in the presence of c-di-GMP in vitro and in vivo. A role of IL-1 in the generation of T_H_17 cells is further supported by the observation that mice deficient in IL-1RI failed to induce IL-17 upon antigen challenge and that IL-23 failed to sustain IL-17 in Il1r1-deficient T cells^43^. The combination of IL-23 plus either IL-1α or IL-1β is synergistic in the induction of IL-17A^44^. Furthermore, mice deficient in both IL-1α and IL-1β do not develop experimental autoimmune encephalomyelitis (EAE), which is caused by pathogenic T_H_17 cells^45^. As further requirement for T_H_17 cell development, c-di-GMP induced IRF1-dependent caspase-1 and Gasdermin D expressions, both of which are responsible for the processing and secretion of IL-1β. *Tmem173*-deficient DCs expressed elevated levels of Gasdermin D and Caspase-1 suggesting that the lack of IL-1 expression was responsible for the inability of *Tmem173*^−/−^ DCs to induce T_H_17 cell differentiation.

Our data indicate that additional STING-dependent signals are involved in T_H_17 cell induction in response to microbial c-di-GMP as IL1-receptor signaling alone was not able to completely re-establish *Il17* and *Ifnγ* expressions by T cells in *Tmem173*^−/−^-deficient mice. We found that STING signaling utilized IRF1 and IRF3 to control expression of Prostaglandin E Synthase (Ptges), Prostaglandin-Endoperoxide Synthase 2 (Ptgs2) linking the impaired antigen-specific T cell responses in *Irf1*^−/−^ mice to a compromised activation of the eicosanoid system. Prostaglandin E2 has been shown to promote differentiation and proinflammatory functions of human and murine T_H_17 cells through EP2-mediated and EP4-mediated signaling^46^. Further, prostaglandins up-regulated *Il23* and *Il1* receptor expressions, and synergized with IL-1 and IL-23 in the generation of T_H_17 cells^46^.

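*Ifna4* (chromosome 4, 88841861 to 88842421) was listed at 0 in untreated wild-type BMDCs and in both *Tmem173*-/- conditions. After c-di-GMP it was at 0.0484 FPKM (0 to 0.123) in *Irf3/7*-/- BMDCs and was called lower, with a log2 difference of -4.61 from treated wild-type BMDCs. Reads shared between *Ifna* genes, which were not examined, may affect these values. *Il33* (chromosome 19, 29925114 to 29960718) rose from 4.58 FPKM (3.25 to 5.93) to 21.6 FPKM (16.9 to 26.4) in wild-type BMDCs. In *Irf3/7*-/- BMDCs it was at 15.9 FPKM (12.3 to 19.5) without and 9.63 FPKM (7.35 to 11.9) with c-di-GMP, and the treated value was called lower than that of wild-type BMDCs. *Il9*, *Il34* and *Il22* stayed below 1 FPKM in both genotypes and were not tested. *Il9* was at 0.845 FPKM (0.297 to 1.34) in treated wild-type and 0.0587 FPKM (0 to 0.148) in treated *Irf3/7*-/- BMDCs, and was called lower without the filter on low FPKM. *Il34* was at 0.605 FPKM (0.321 to 0.890) and 0.246 FPKM (0.0725 to 0.427), and *Il22* at 0.317 FPKM (0.110 to 0.512) and 0.408 FPKM (0.146 to 0.658). All 5 genes were called higher in treated *Irf1*-/- than in treated wild-type BMDCs, with *Il22* at 3.50 FPKM (2.23 to 4.76) and *Il33* at 67.8 FPKM (52.5 to 83.2).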

We further found evidence that STING-induced IRF3/7 activation was specifically required for the induction of *Il22*, *Il34*, *Il9*, *Il3*3, and *Ifna4*. Furthermore, *Irf3/7*^−/−^ DC expressed significantly increased amount of IFN-γ compared to wild-type and *Irf1*^−/−^ DCs. 

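*Ifng* (chromosome 10, 118441046 to 118445892) had 299 FPKM (205 to 367) in wild-type, 25.5 FPKM (17.4 to 31.4) in *Irf1*-/- and 1155 FPKM (777 to 1421) in *Irf3/7*-/- BMDCs after c-di-GMP. The log2 difference between *Irf3/7*-/- and wild-type BMDCs was 1.95, and the gene was called higher. Without treatment *Ifng* was at 34.6 FPKM (23.4 to 45.0) in wild-type, 44.0 FPKM (30.0 to 53.5) in *Irf3/7*-/- and 1.26 FPKM (0.659 to 1.84) in *Irf1*-/- BMDCs, and it was listed at 0 in both *Tmem173*-/- conditions. The T cell gene *Cd3e*, chosen after its values were seen, was at 9.18 FPKM in untreated and 5.41 FPKM in treated wild-type BMDCs, where *Ifng* rose, at 14.3 and 23.3 FPKM in *Irf3/7*-/-, at 0.641 and 0.479 FPKM in *Irf1*-/-, and at 0.0701 and 0.0103 FPKM in *Tmem173*-/- BMDCs.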

The sustained expression of IFN-γ may contribute to impaired T_H_17 cell differentiation by *Irf3/7*^−/−^ DCs as interferon signaling can prevent T_H_17 differentiation^47^. In agreement, T cell induced by *Irf3/7*^−/−^ DCs still secreted IFN-γ comparable to T cell induced by wild-type DCs. Also, the observed increased *Irf8* expression in *Irf3/7*^−/−^ DCs may impair T_H_17 differentiation as *Irf8*^−/−^ mice show increased T_H_17 lineage commitment^48^.

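In *Irf3/7*-/- BMDCs, *Irf8* had 322 FPKM (243 to 401) after c-di-GMP and 69.8 FPKM (52.9 to 86.6) without treatment. The log2 differences from wild-type BMDCs were 0.09 with and 0.33 without c-di-GMP, the intervals overlapped, and neither was called.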

*S. typhimurium* is a intracellular pathogen that causes serious gastrointestinal and systemic infections with the induction of T_H_17 cells^49,50^. T_H_17 cell generation during mucosal host defense responses to *S. typhimurium* was dependent on IRF1, indicating that IRF1-induced DC effectors are master regulator for the differentiation of T_H_17 T cells. The induction of T_H_17 response to intestinal *S. typhimurium* infection also requires Myd88 and IL-1R-mediated responses, consistent with requirement of IL-1 family cytokine during antigen-specific T_H_17 cell differentiation^51^. In addition to synthesizing CDNs, *S. typhimurium* can activate several microbial pattern recognition receptors through lipopolysaccharides and bacterial effectors that contribute to innate immune activation^52^. Nevertheless, STING signaling contributed significantly to IL-1 and Gasdermin D expressions by mucosal DCs during *S. typhimurium* infection. The importance of STING-mediated IRF1 activation for host defense against *S. typhimurium* was also apparent in the significant lack of T_H_17 cell induction in the draining of MLNs of infected mice. T_H_17 cells have been shown to play a pivotal role in protective immunity by preventing the dissemination of *S. typhimurium* to the MLN^39^ and play an important role in resistance to mucosal *Salmonella* infections^50,53^. Patients with a genetic deficiency in T_H_17 development are also highly susceptible to disseminated *Salmonella* infections^53^. It will need to be determined, whether STING variants that differ in the ability to recognize microbial CDNs cause distinct susceptibility to *Salmonella* infection by inhibiting the induction of protective T_H_17 cells in the intestine.

Altogether, we identified IRF1 as a pivotal transcription factor in the STING nucleotide-sensing pathway responsible for defining the outcome of antigen presentation by mucosal DCs. STING signaling was not limited to the activation of type-I interferon responses through IRF3, but included a IRF1-dependent transcriptional program that endowed DCs with the ability to drive T_H_17 polarization in the intestine. IRF1 is a critical component of CDN recognition that allows mucosal DCs to induce host defense through T_H_17 cells and shape protective immune responses in the intestine to cope with entero-invasive pathogens such as *S. typhimurium*. The identification of a STING–IRF1-signaling axis for adaptive host defense control will aid in the elucidation of disease mechanisms that are initiated by cytosolic host or pathogen DNA processing and recognition.

## Methods

### Mice

C57BL/6 wild-type (Wild-type), *Il17a*-GFP, *Irf1*^−/−^, *Cx3cr1*-GFP, *Zbtb46*-GFP, CAG::KikGR, and OT-II TCR transgenic animals were obtained from Jackson Laboratory (Bar harbor, ME). *Il17a*-GFP mice and CAG;;KikGR mice were crossed with *Tmem173*^−/−^ mice. *Tmem173*^−/−^ mice (kindly provided by Dr. Glen N. Barber), *Irf3/7* double knockout mice (kindly provided Dr. Michael S. Diamond)^54^*(42)*, *Irf1*^−/−^ mice (kindly provided by Dr. Tadatsugu Taniguchi), and *Irf3/Ifnar* double-knockout mice (kindly provided by Dr. Nir Hacohen). All animals were bred and housed in a pathogen-free or in Helicobacter/Pasteurella pneumotropica (HPP)-free animal facility according to institutional guidelines. All experiments were carried out on sex-matched mice at 6–12 weeks old with protocols approved by the subcommittee on Research Animal Care at the Massachusetts General Hospital.

### Generation of BMDCs and co-culture with OT-II naïve CD4^+^ T cells

Bone marrow-derived DCs (BMDC) were generated by plating bone marrow cells freshly isolated from tibia and femur into 10 cm dishes and cultured with RPMI-1640 supplemented with 10% heat-inactivated FBS, 1% penicillin and streptomycin, mGM-CSF (10 ng/ml; eBioscience) and mIL-4 (10 ng/ml; eBioscience). On day 6, floating and loosely attached cells were collected representing the BMDCs. For co-culture with CD4^+^ T cells: BMDCs (2 × 10^4^ cells/well) were seeded in 96-well round-bottomed plate and pulsed either with OVA alone (20 μg/ml) or OVA + c-di-GMP (25 μg/ml) for 18 h. After gentle washing, BMDC were cultured for 4 days with CD4 T cells (1 × 10^5^ cells/well) purified (by magnetic selection; Miltenyi Biotec) from spleen of OT-II transgenic mice. Supernatants were analyzed by ELISA. For co-culture substitution experiment: PGE2 (Sigma-Aldrich) and the cytokines mIL-23, mIL-1α, and mIL-1β (Invitrogen) were added to BMDC culture alone or to the co-culture with CD4^+^T cells. Supernatant was analyzed by ELISA and BMDCs were separated from CD4^+^ T cells by FACS sorting and total RNA analyzed by qRT-PCR.

### Immunization

C57BL/6 wild-type mice, *Il17a*-GFP, and *Il17a*-GFP; *Tmem173*^−/−^ mice were given three times intranasally 20 μg of OVA and 25 μg of c-di-GMP with 2-week intervals between each immunization. Seven days after the third immunization, mice were euthanized, CLNs and MLNs were harvested and single cell suspension was generated using 70 μm cell strainer. A total of 2 × 10^5^ cells were cultured in 96-well plate and pulsed with 20 μg/ml OVA for 48 h. IFN-γ and IL-17A contained in supernatant were quantified by ELISA assay.

### Surgery and KikGR photoconversion

KikGR mice were anesthetized, abdominal hair was removed and small incision was made at the center of upper abdomen. Approximately 3 in. of small intestine was gently pulled out and placed on the operating table, and then exposed with 405 nm violet laser (350 mW) for 3 min. The incision was closed with 4–0 silk suture and each mouse received intraperitoneally 200 μg of c-di-GMP. After 18 h, mice were euthanized and the dendritic cell subsets that migrated into MLNs were analyzed using FACS.

### Primary cell isolation

For T cells or DCs isolation: spleen, Peyer’s Patch, and MLN were incubated at 37 °C for 1 h with a solution containing 1 mg/ml Collagenase A (Roche Applied Science) and RPMI medium supplemented with 10% FBS. Five mM EDTA was added and a single cell suspension was generated by passage through a 70 μm cell strainer. Red blood cells were lysed by ACK lysis buffer (Gibco). To isolate DCs from lamina propria, the whole small intestine was cut into three pieces, inverted on polyethylene tubes (Becton Dickenson, Franklin Lakes, NJ), washed three times with PBS 1X and treated with 1 mM dithiothreitol (DTT) to remove mucus. The intestinal epithelium was removed by treatment with 30 mM EDTA/EGTA and digested for 2 h at 37 °C and 5% CO_2_, with a solution containing 0.125 mg/ml Liberase TL (Roche), complete RPMI medium and 50 μg/ml DNase I (Roche). The digested tissues were passed through a 70 μm cell strainer to generate single cell suspension. DCs were enriched by density centrifugation at 2000 rpm for 20 min at 4 °C using OptiPrep (Aixs shield) or Percoll (44% and 67%). The purified DCs and T cells were stained and analyzed by flow cytometry.

### Real-time quantitative-PCR

Total RNA was isolated using RNeasy micro-kit (Qiagen). cDNA was prepared from RNA using iScript cDNA synthesis kit (Bio-Rad). Real-time PCR was performed using SsoAdvancedTM Universal SYBR green Supermix (Bio-Rad). The gene expression was normalized to the expression of the gene encoding GAPDH or 18S. The primer sequences are provided in Supplementary Table 1.

### Measurement of cytokine production

IFN-γ, IL-1α, IL-1β, and IL-17A were quantified from cell culture supernatant using standard sandwich ELISA kits (Invitrogen) according to the manufacturer’s instructions.

### Flow cytometry and cell sorting

Flow cytometry was performed on BMDCs or cells isolated from spleen, lymph nodes, or lamina propria. Single cell suspensions were washed with PBS, blocked with Fc receptor-blocking (93; 1:100; Biolegend) and then stained for cell surface antigens using the following anti-murine antibodies conjugated to fluorophore for 20 min at 4 °C: CD103 (M290, 1:100), CD11c (HL3, 1:100), CD3 (145-2C11, 1:100), CD4 (GK1.5, 1:100), MHC II (M5/114.15.2, 1:100), CD11b (M1/70, 1:100), or CD45 (30-F11, 1:100). Washing and antibody incubations were performed in FACS buffer (PBS, 2% FBS). To exclude the dead cells during the analysis, 4′,6-diamidino-2-phenylindole (DAPI; Invitrogen) or 7-amino-actinomycin D (7AAD; BD Biosciences) was added to the cells and directly acquired on BD LSR II flow cytometer or FACS Aria II (BD Bioscience). Data was analyzed using FlowJo software (Tree Star).

### Antibodies and Western blotting

The following antibodies used in this study were purchased from Cell Signaling: IRF1 (D4E4), STING (D2P2F), Lamin A/C (4C11), Phospho-c-Jun (D47G9), c-Jun (60A8), Phospho-IRF3 (4D4G), IRF3 (D83B9), Phospho-p65-NFκB (93H1), p65-NFκB (D14E12), Phospho-STAT1 (58D6), STAT1 (cat no. 9172), IL-1α (D4F3S), Phosphoserine/threonine (cat no. 9631), HA-Tag (C29F4), and anti-β-actin (8H10D10). Whole-cell were lysed with lysis buffer (1% NP-40, 20 mM Tris–HCl (pH 7.4), 150 mM NaCl, 2 mM EDTA, 2 mM EGTA, 4 mM Na_3_VO_4_, and 40 mM NaF) containing protease and phosphatase inhibitors tablets (Roche).

Western blotting was performed according to standard procedures for SDS–PAGE and wet transfer onto PVDF membranes. Membranes were blocked with blocking buffer (BSA 5% in TBST) at room temperature for 1 h and incubated with primary antibodies overnight at 4 °C. Secondary anti-mouse (NA931V, GE Healthcare) or rabbit (NA934V, GE Healthcare) HRP were used at 1/5000 and incubated for 1 h at RT. The bands were visualized by enhanced chemiluminescence (Western Lightning Plus [PerkinElmer] or SuperSignal West Femto [Thermo Fisher Scientific]) and exposure on X-ray Film Processor SRX-101 (Konica Minota). The blots probed for the phosphorylated proteins were stripped and re-probed with antibodies for the respective total proteins.

### Immunoprecipitation and subcellular fractionation

pUNO1-human IRF1-HA plasmid was purchased from Invivogen and pcDNA3-human STING (R232H)-HA vector was a gift from Dr. Glen N. Barber. STING (R232R)-HA variant was generated from pcDNA3-huSTING construct using the QuikChange II Site-directed mutagenesis Kit (Stratagene) according to the manufacturer’s instructions. HEK293T cells were transfected with indicated plasmids using Lipofectamine 3000 (Invitrogen). The cells were lysed on ice for 20 min, in the same lysis buffer used to harvest cell lysate for immunoblot. The supernatant collected after centrifugation was incubated for 40 min at 4 °C with protein G plus agarose (Pierce Thermo Scientific, Rockford, IL, USA). The precleared lysates were incubated then with immunoprecipitation antibodies at 4 °C overnight. The protein G agarose beads were added and incubated for 4 h. After extensive washes with lysis buffer, the agarose beads were mixed with 1 × SDS sample buffer and boiled at 95 °C for 5 min and analyzed by western blotting.

Nuclear extracts from BMDCs were prepared using Buffer A (10 mM HEPES, pH 7.9; 1.5 mM MgCl_2_; 10 mM KCl; 0.1 mM EDTA; 0.1 mM EGTA; 1 mM DTT; 0.3 mM Na3VO4 + protease inhibitors tablet [Roche]) and Buffer C (20 mM HEPES, pH 7.9; 1.5 mM MgCl_2_; 1 mM EDTA; 1 mM EGTA; 1 mM DTT; 0.3 mM Na_3_VO_4_; 0.4 M NaCl + protease inhibitors tablet [Roche]). Cells were collected by scraping and centrifugation, 400 µl of Buffer A added to the pellet and after incubation for 15 min on ice, 50 µl of 10% NP-40 was added and the supernatant was collected (cytosolic fraction) after centrifugation. Volume of 50 µl of Buffer C was added to the pellet, vigorously rocked at 4 °C for 15 min and centrifuged for 5 min at 15,000 rpm. the nuclear extracts obtained from the collected supernatant. Nuclear proteins were boiled with SDS–PAGE sample buffer at 95 °C for 5 min and detected by western blotting using anti-IRF1 antibody or anti-Lamin A/C.

### Inflammasome activation

BMDCs were plated in 24-well plate at (1 × 10^6^ cells/well). We used two different methods to detect IL-1α and IL-1β productions upon c-di-GMP stimulation: In the first, BMDCs were stimulated with 25 μg/ml of c-di-GMP alone for 18 h and in the second, BMDCs were primed for 3 h with 200 ng/ml of LPS and stimulated for another 6 h either with 25 μg/ml or 50 μg/mg of c-di-GMP in the presence of 5 mM of ATP. Supernatant in the first method was collected after 18 h stimulation and in the second method after 6 h stimulation.

### RNAseq

Total RNA was isolated from C57BL/6 wild-type, *Tmem173*^−/−^, *Irf1*^−/−^, *Irf3/7*^−/−^, and *Irf7*^−/−^ DCs using RNeasy Micro-kit (Qiagen) following the manufacturer’s instructions. Libraries were synthesized using Illumina TruSeq-stranded mRNA sample preparation kit from 500 ng of purified total RNA and indexed adaptors according to the manufacturer’s protocol (Illumina). The final dsDNA libraries were quantified by Qubit fluorometer, Agilent Tapestation 2200, and qRT-PCR using the Kapa Biosystems library quantification kit according to manufacturer’s protocols. Pooled libraries were subjected to 35-bp paired-end sequencing according to the manufacturer’s protocol (Illumina NextSeq 500). Targeted sequencing depth was 25 million paired end reads per sample. Blc2fastq2 Conversion software (Illumina) was used to generate de-multiplexed Fastq files. Expression values were normalized as Fragments per Kilobase Million reads after correction for gene length (FPKM) in Cuffdiff version 1.05 in the DNAnexus analysis pipeline and filtered for genes that exhibited a statistically significant difference (*p* < 0.01) with an FDR threshold of 0.05 and a biologically relevant change log fold change >1. Samples were analyzed in the RNA-sequencing pipeline of Seqmonk for mRNAs for opposing strand specific and paired end libraries with merged transcriptome isoforms, correction for DNA contamination and log transformed resulting expression values in log_2_ FPKM.

### Salmonella infection

Mice were fasted for 4 h prior to 20 mg of streptomycin treatment. Twenty hours after streptomycin treatment, mice were fasted for additional 4 h before the oral administration of 200 μl PBS containing 2 × 10^8^ C.F.U. of *S. Typhimurium*. After the infection, drinking water was given immediately and food was provided 2 h later. Two days later, mice were euthanized, and single cell suspensions were prepared from MLNs to purify CD11c^+^ DCs population and CD4^+^ T cells using magnetic separation. Total RNA was extracted from the purified cells and gene expression was quantified by qRT-PCR assay.

In order to monitor the intracellular *Salmonella* population, MLNs from inoculated mice were lysed in 0.5% Triton X-100 and adequate dilutions were plated on 50 μg/ml streptomycin MacConkey Agar plates to determine the C.F.U.

### Statistics and reproducibility

All data are presented as mean ± S.E.M. except when indicated otherwise. *n* represents the number of animals per experiment. Statistical significance was calculated by two-tailed unpaired Student's *t*-test, one-way ANOVA and two-way ANOVA with Tukey’s test. All statistical tests were performed with GraphPad Prism Software (version 8.12; GraphPad, San Diego, CA, USA). Differences of *p* < 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Materials

Reporting Summary

Peer Review File

## Data Availability

The RNA-seq data have been deposited to the Gene Expression Omnibus under the accession no. GSE137428. Available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137428. Other source data that support the findings of this study are available in the supplementary materials or from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

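Gene expression was measured by RNA-seq in BMDCs of 4 genotypes, untreated or treated with c-di-GMP for 18 h, in 16 listed samples, 2 per condition. The deposited file is a Cuffdiff gene tracking table of 23356 genes, with 1 FPKM, the bounds of its confidence interval and a status for each of 8 conditions. According to the paper, Cuffdiff was run in the DNAnexus pipeline. The paper gives a strand-specific setting for its analysis in SeqMonk. The strand setting of the Cuffdiff run, the aligner, the genome build and the annotation were not given in the sources used here. The table has a further set of 4 columns for another knockout, which the paper's RNA-seq comparisons do not include and which was not used here. The status was OK in all 8 conditions for 23245 genes.

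Values were read as FPKM and transformed as log2(FPKM + 0.1). Comparisons were made between treated and untreated BMDCs of each genotype, between each treated knockout and treated wild-type BMDCs, and between each untreated knockout and untreated wild-type BMDCs, 10 in all. A gene was tested when it had at least 1 FPKM in one of the conditions compared and the status OK in both. It was called changed when the fold change was above 2 and the authors' intervals did not overlap. No p-value was computed for these calls, since replicates were combined by the authors before deposition. The interval of a condition combines counting error and the spread that Cuffdiff estimated, and cannot be checked against replicates here.

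The calls were tested on simulated data, in which 198 or 199 genes per comparison were changed and the noise followed the authors' intervals. Between 95.5% and 97.5% of the changed genes were recovered, and between 5 and 10 of at least 10967 genes per simulation were called without being changed. This recovery holds only for changes of the simulated size. It does not give the recovery of changes near the fold change threshold, so a gene that was not called may still have changed. The noise of this simulation is that of the intervals, so it cannot show how biological replicates differ. The depth of the samples cannot be read from FPKM. Among 528 genes with low values, at most 4.36% lay in one bin of 0.05 log2 units of the ratio to untreated wild-type BMDCs, so no step of single reads was visible.

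Genes named in the text were chosen by a rule: the genes the paper names in its RNA-seq results, Fig. 2a and the discussion of cytokines, the targeted genes, and in each comparison the 3 largest rises and 3 largest falls among called genes with at least 10 FPKM. Not every gene the paper names is reported. The paper's own values of most of these genes had been seen when the rule was written. The rule, the comparisons and the alternatives were set before the data were examined. Dependence of an induced gene on a factor was read from its call in the treated knockout against treated wild-type BMDCs. The share of the induction kept is the log2 change within the knockout divided by that within wild-type BMDCs. Resampling the genes put the median share between 0.442% and 2.70% in *Tmem173*-/-, between 90.0% and 96.2% in *Irf1*-/- and between 82.2% and 86.6% in *Irf3/7*-/- BMDCs, which describes the choice of genes and not replicates. The overlap that a shared control gives was taken from 20 simulations, whose noise is that of the intervals and not that between cultures.

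Lists of genes of T cells, NK cells, basophils and mast cells, B cells, neutrophils, macrophages and dendritic cells, and of female-specific and male-specific genes, were compared with 10000 random lists of the same size and similar expression, drawn from the 100 neighbouring ranks. Further T and NK cell genes, further neutrophil genes, genes induced by IFN-γ and genes induced by IFN-α/β were added after the first lists had been seen. Genes within 1 Mb of each targeted gene were compared with 10000 random windows with as many genes. The paper's Supplementary Data 1, of which 1995 lines were available, and Supplementary Data 2 were matched by gene symbol.

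The alternatives were a pseudocount of 1 or 0.01 FPKM, no filter on low FPKM, a minimum of 5 FPKM, a fold change threshold of 1.5 or 4, median centring of the columns, the fold change alone, a z computed from the authors' intervals with a Benjamini-Hochberg q under 0.05 and more than 2-fold, dependence read from the induction within each genotype, the 1869 genes of Supplementary Data 2 in place of the called genes, and a window of 5 Mb. Gene set enrichment was not analysed here. The computation used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.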

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

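The tests of scaling, of an exchange of columns, of a lower share of dendritic cells and of T or NK cell RNA as the source of the whole difference were chosen only after the result was seen. The RNA-seq comparisons that the paper's text describes do not set untreated knockouts against untreated wild-type BMDCs. There is 1 value per condition, so no comparison of these differences was possible with the spread between cultures.

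Genes of T and NK cells had signal in BMDC cultures. The further T and NK cell genes had a median of 4.29 FPKM in untreated wild-type BMDCs and 0.0653 FPKM in untreated *Tmem173*-/- BMDCs. The most abundant genes of the first NK cell list, *Gzma* and *Gzmb*, had 349 and 321 FPKM in untreated wild-type BMDCs, 315 and 362 FPKM in untreated *Irf3/7*-/- BMDCs, and 5.55 and 10.0 FPKM in untreated *Irf1*-/- BMDCs. In untreated *Tmem173*-/- BMDCs *Gzma* was listed at 0 and *Gzmb* was at 0.0685 FPKM. The most abundant of the further genes, *Ccl5*, had 796 FPKM in untreated wild-type and still 339 FPKM in untreated *Tmem173*-/- BMDCs. A rise of these genes in dendritic cells in response to c-di-GMP through STING is argued against, for wild-type BMDCs and for the list as a whole, by the further genes. Their median log2 change with c-di-GMP was -0.62 there, with 15 of the 22 lower, 6 called lower and 1 called higher. The gene called higher was *Ccl5*, which rose to 36577 FPKM and is an exception. Expression in dendritic cells that depends on STING without added c-di-GMP had no test of its own. Read afterwards, Supplementary Data 2 argues against it as the whole source, for the 21 T and NK cell genes it holds. For all 21, the log2 difference of treated *Irf3/7*-/- from treated wild-type BMDCs, both with STING, was larger there than in the table. The medians were 6.48 and 1.88. Untreated wild-type *Gzma* and *Gzmb* were at log2 -5.14 and -2.20 there, against -5.26 and -3.89 in treated *Tmem173*-/- BMDCs. Which cultures gave these values is not known. In the wild-type BMDCs of the table, the median of T cell genes fell with c-di-GMP by 0.56 and that of NK cell genes by 0.04 on the log2 scale. In *Irf3/7*-/- BMDCs the medians rose with c-di-GMP, from 5.46 to 8.24 FPKM for the further genes, from 8.03 to 17.2 FPKM for T cell genes and from 7.25 to 11.4 FPKM for NK cell genes, and the source of this rise was not tested. The scaling of the columns differed by 0.0265 on the log2 scale, a small part of the difference. An exchange of the wild-type and *Tmem173*-/- columns is argued against by *Tmem173*, whose log2 difference was -3.51. A candidate explanation that stays open is that T or NK cells, or their RNA, were in the wild-type and *Irf3/7*-/- cultures. The further genes, chosen without their values, had a median log2 difference of -3.36 between untreated *Tmem173*-/- and untreated wild-type BMDCs, below all random lists. Of these 22 genes, 4 had at least 1 FPKM in untreated *Tmem173*-/- BMDCs, none was in another list, and none of their gene symbols is in the paper's text. The number of such cells is not known. In Supplementary Data 2 wild-type *Gzma* and *Gzmb* were low too. Except for *Ccl5*, the 21 genes lay further below *Irf3/7*-/- BMDCs there than in the table, after c-di-GMP. Treated *Ccl5* was higher in wild-type than in *Irf3/7*-/- BMDCs in both sources. If those values come from wild-type cultures, a low signal does not need the *Tmem173*-/- genotype. Whether the genotype or the preparation set the signal in the cultures of the table was not tested.

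Genes of neutrophils were higher in *Tmem173*-/- cultures. The further neutrophil genes had a median of 28.4 FPKM in untreated *Tmem173*-/- BMDCs and 11.9 FPKM in untreated wild-type BMDCs. The most abundant neutrophil genes, *S100a8* and *S100a9*, had 10351 and 8336 FPKM in untreated *Tmem173*-/- and 2531 and 1350 FPKM in untreated wild-type BMDCs. A lower share of dendritic cells would raise the genes of every other cell type alike. The T and NK cell genes, with median log2 differences of -3.24 and -3.94, cannot decide this. T or NK cells in the wild-type cultures may account for them. Of the other lists, B cell genes had 1.72, macrophage genes 0.79, basophil and mast cell genes -0.02 and dendritic cell genes -0.20. A lower share of dendritic cells is thus not excluded. Neutrophils, their precursors or their RNA in these cultures may account for the pattern: the median log2 difference of the further neutrophil genes was 2.38, above all random lists, with 8 of them called higher and *Cxcr2* called lower. Expression of these genes by other myeloid cells of the cultures, and a biological effect of the genotype, were not tested.

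Without c-di-GMP, 1221 genes differed between *Tmem173*-/- and wild-type BMDCs, 527 between *Irf1*-/- and wild-type BMDCs, and 224 between *Irf3/7*-/- and wild-type BMDCs, against 6 genes between treated and untreated *Tmem173*-/- BMDCs. Scaling is argued against as the source, since 1223 genes differed between untreated *Tmem173*-/- and untreated wild-type BMDCs after median centring. RNA of T or NK cells in the wild-type cultures is argued against as the source of the whole difference, since 560 of the 1221 genes were higher in *Tmem173*-/- BMDCs. Differences between cultures and effects of the genotype cannot be separated with 1 value per condition, and no biological explanation was tested.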

How the results depend on the processing

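No test in this part was chosen after the result was seen. Limma, with or without a replicate block, leaving out each replicate, a fit of only the groups compared and quantile normalization were not run, because the table holds 1 value per condition. No paired analysis was possible because the table holds 1 value per condition and its columns carry no replicate number. Of 219 values of 25 results under the alternatives, 168 stayed within 1.5 times the reported count, within the reported interval or, for the neighbours of targeted genes, on the same side of the upper 5% of random windows, and 51 did not. Within *Tmem173*-/- BMDCs the changed genes were 5 higher and 1 lower. More were higher also with a threshold of 1.5 (54 and 2), with a pseudocount of 0.01 FPKM or median centring (10 and 1 each), without the filter (6 and 4) and with a minimum of 5 FPKM (3 and 1). This was not so with a pseudocount of 1 FPKM (0 and 1), by fold change alone (40 and 43) and by the z from the intervals (12 and 13); the cause was not tested.

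With a fold change threshold of 4, the genes changed with c-di-GMP were 592 in wild-type, 0 in *Tmem173*-/-, 589 in *Irf1*-/- and 500 in *Irf3/7*-/- BMDCs. Against treated wild-type BMDCs they were 1174 in *Tmem173*-/-, 232 in *Irf1*-/- and 207 in *Irf3/7*-/- BMDCs, with 1439 in at least 1 of the 4 comparisons, and against untreated wild-type BMDCs 422, 176 and 36. Of the induced genes, 38 depended on *Irf1* only, 32 on *Irf3/7* only, 29 on both and 300 on neither, and 2 were higher in *Irf1*-/- and 6 in *Irf3/7*-/- BMDCs. Of the genes of Supplementary Data 2, 392 were higher. A stricter threshold calls fewer genes by its construction. With a threshold of 1.5, 56 genes changed in *Tmem173*-/- BMDCs and 350 differed between untreated *Irf3/7*-/- and wild-type BMDCs, 152 induced genes depended on both factors, and 50 and 84 were higher in *Irf1*-/- and *Irf3/7*-/- BMDCs. A looser threshold calls more genes by its construction.

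With a minimum of 5 FPKM, which tests fewer genes, 538 genes differed in treated *Irf1*-/- and 460 in treated *Irf3/7*-/- BMDCs, and 800, 323 and 112 in untreated *Tmem173*-/-, *Irf1*-/- and *Irf3/7*-/- BMDCs. In this setting 70 induced genes depended on *Irf3/7* only, 16 were higher in *Irf1*-/- BMDCs, and the median shares kept were 97.4% in *Irf1*-/- and 86.8% in *Irf3/7*-/- BMDCs. Without the filter, 10 genes changed in *Tmem173*-/- BMDCs, the median shares kept were 89.7% in *Irf1*-/- and 81.6% in *Irf3/7*-/- BMDCs, and the neighbours of *Irf3* were at percentile 99.7 of random windows; the cause was not tested. With a pseudocount of 1 FPKM, 536 genes differed in treated *Irf3/7*-/- BMDCs, 118 in untreated *Irf3/7*-/- BMDCs and 1 changed in *Tmem173*-/- BMDCs, and 19 and 34 induced genes were higher in *Irf1*-/- and *Irf3/7*-/- BMDCs; the cause was not tested. With a pseudocount of 0.01 FPKM, 11 genes changed in *Tmem173*-/- BMDCs; the cause was not tested.

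The genes changed in *Tmem173*-/- BMDCs were 11 with median centring, 83 by fold change alone and 25 by the z from the intervals, and the cause was not tested. Median centring also gave a median share kept of 2.93% in *Tmem173*-/- BMDCs, and moved the share of changed genes that were higher by at most 7.58 percentage points, in the comparison within *Tmem173*-/- BMDCs. When dependence was read from the induction within each genotype, 96 genes depended on *Irf1* only and 130 on *Irf3/7* only, where the calls gave 199 and 116, so the order of the factors turned. Such a reading sets aside differences that were there without treatment. Among induced genes called lower after c-di-GMP, 95 of 292 in *Irf1*-/- and 10 of 209 in *Irf3/7*-/- BMDCs were already lower without treatment. How much of the turn this accounts for was not tested. A stronger induction was found for 116 genes in *Irf1*-/- and 50 in *Irf3/7*-/- BMDCs, where the calls gave 32 and 52 higher genes; the cause was not tested. Over the genes of Supplementary Data 2, the median shares kept were 0.142% in *Tmem173*-/- and 96.4% in *Irf1*-/- BMDCs; the cause was not tested. With a window of 5 Mb the neighbours of *Irf3* were at percentile 96.8; the cause was not tested.

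Of 186 results for named genes, 94 were called. A fold change threshold of 4 lost 20 calls, a minimum of 5 FPKM lost 4 and a pseudocount of 1 FPKM lost 1. A threshold of 1.5 added 10 calls, no filter added 1 and median centring added 1. A pseudocount of 0.01 FPKM, the fold change alone and the z from the intervals changed none of the 186. The depth of the samples cannot be read from FPKM, so what it limits was not tested.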

Differences from the paper's values

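No alternative was added after the data were examined. For genes higher in treated than in untreated wild-type BMDCs, the paper's number is 1869 and the number here is 1175. The 1869 genes are those listed in Supplementary Data 2, where 1043 of 1866 different symbols are more than 2-fold higher in the paper's own values, and the wild-type values there were unlike those of the table (r of 0.823 untreated and 0.843 treated), which limits the comparison. Among the alternatives set before the data were examined, the difference was within 1.5 times without the filter on low FPKM (1394), at a fold change threshold of 1.5 (1574) and by fold change alone (1257). It was not with a pseudocount of 1 FPKM (961) or 0.01 FPKM (1186), a minimum of 5 FPKM (915), a threshold of 4 (399), median centring (1190) or the z from the intervals (1210).

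For the genes that the paper's text names, median log2 changes were compared with those in Supplementary Data 2, which are the paper's values. All these medians are ratios to wild-type values or changes within them. The untreated and treated wild-type values of Supplementary Data 2 correlated with their own columns of the table at r of 0.823 and 0.843, and those of the treated knockouts at 0.932 to 0.945, so the wild-type groups compared were unlike, which limits the comparison. For the IRF genes in wild-type BMDCs after c-di-GMP, the paper's median is 2.20 and the median here is 1.60. For treated *Irf1*-/- over treated wild-type BMDCs, the medians were as follows. For the caspases of cluster 2 the paper's is -2.85 and that here -2.52. This value was -1.15 with a pseudocount of 1 FPKM and -3.72 with 0.01 FPKM, so the direction of the difference depends on the pseudocount. For IL-1 signaling the paper's is -0.65 and that here -0.98. For prostaglandin synthesis the paper's is -1.15 and that here -0.27. For the genes *Gsdmd*, *Ptger2* and *Casp1* the paper's is -1.18 and that here -0.78. For the IL-27-T_H_1 axis the paper's is -2.27 and that here -1.00. For TGF-β signaling the paper's is 0.44 and that here 0.16, and for CTLA-4 signaling the paper's is 1.30 and that here 0.0929. For cluster 3 the paper's is 2.25 and that here -0.64, and for the TLR pathway the paper's is -1.16 and that here -0.68.

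For treated *Irf3/7*-/- over treated wild-type BMDCs, the paper's median for cluster 3 is 2.99 and that here 0.10, the paper's for the TLR pathway is -1.02 and that here -0.21, and the paper's for IFN-γ production is 2.92 and that here 1.96. For *Casp6* the paper's value is -0.38 and that here -0.73. For the IRF3/7-dependent cytokines the paper's is -0.39 and that here -1.16, and the difference was within the error with a pseudocount of 1 FPKM (-0.80) but not with 0.01 FPKM or median centring. For *Ifng* and *Irf8* the paper's is 7.72 and that here 1.02. Apart from this exception, each of the values above also differed with both pseudocounts and with median centring.

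Of 52 genes that the text names for treated *Irf1*-/- BMDCs, 38 had the stated direction and 13 were called. Of 41 named for treated *Irf3/7*-/- BMDCs, 32 had the stated direction and 12 were called. None of these was called in the opposite direction. Not among them is *Il33* in *Irf1*-/- BMDCs, which the paper's PCR results describe as lower after c-di-GMP. It was called higher here, at 67.8 FPKM against 21.6 FPKM in wild-type BMDCs. The text describes *Il6*, *Il23r* and *Ebi3* as higher in both knockouts. Their log2 differences in *Irf1*-/- BMDCs were -0.57, -0.86 and -0.71, and in *Irf3/7*-/- BMDCs 0.78, -0.70 and -0.57. *Il23a* went with the text, at 0.47 and 1.20. The paper's PCR (Fig. 3g) also describes *Il6* and *Il23a* as higher in both knockouts, and the sign of *Il6* in *Irf1*-/- BMDCs went against it. For *Il23r*, other PCR results of the paper describe IRF1 and IRF3/IFNAR together as required for its control. At a threshold of 1.5 *Il23r* was called lower in *Irf1*-/- BMDCs, against the text. The text describes *Ctsb*, *Ctsk* and *Ctsl* as lower in both knockouts, and their log2 differences were 0.15, 0.40 and 0.60 in *Irf1*-/- and 0.01, 0.09 and 1.00 in *Irf3/7*-/- BMDCs. *Ctsl* was called higher in *Irf3/7*-/- BMDCs at a threshold of 1.5 and with median centring. The other TLR pathway genes went with the text in both knockouts.

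Among genes described as not induced or lower in *Irf1*-/- BMDCs, *Ptgis*, *Cyp11a1* and *Akr1a1* had log2 differences of 0.63, 0.20 and 0.32. Among genes described as higher there, *Skil*, *Tyk2*, *Adar*, *Cd80* and *Cd86* had -0.06, -0.32, -0.07, -0.08 and -0.04. The text describes *Il27* and *Ripk2* as higher in *Irf3/7*-/- BMDCs in its RNA-seq results, and their log2 differences were -0.34 and -0.13. For *Il27*, the paper's PCR result (Fig. 3g) is lower in *Irf3/7*-/- DCs, and the sign here went with that. The text describes *Hdac10* and *Il22* as lower in *Irf3/7*-/- BMDCs, with 0.10 and 0.29. In Supplementary Data 2 the paper's own values have the stated direction for all 52 genes named for *Irf1*-/- and 38 of the 41 named for *Irf3/7*-/- BMDCs. The exceptions are *Maf*, *Il22* and *Il9* in *Irf3/7*-/- BMDCs, with log2 differences there of -0.36, 3.28 and 0.23, and in the table of 1.07, 0.29 and -2.57. The text describes *Ifng* as higher in *Irf3/7*-/- BMDCs, and the log2 difference of 1.95 went with it.

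Genes that the text describes as changed and that were called in that direction only under an alternative were, at a threshold of 1.5, *Nod1*, *Irf4* and *Irak2* in *Irf1*-/- BMDCs and *Tlr9*, *Cd180*, *Irak2*, *Ifih1* and *Rnf135* in *Irf3/7*-/- BMDCs, and, without the filter on low FPKM, *Il9* in *Irf3/7*-/- BMDCs.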

Other observations

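In this part, the test of another way of counting was chosen only after the result was seen.

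The wild-type values of Supplementary Data 2 were unlike the wild-type columns of the table. Across 1865 genes, which are not independent replicates, the log2 values of treated *Tmem173*-/-, *Irf1*-/- and *Irf3/7*-/- BMDCs in Supplementary Data 2 correlated with their own columns at r of 0.945, 0.939 and 0.932. Untreated and treated wild-type BMDCs correlated with their own columns at 0.823 and 0.843, and more closely with the columns of treated *Tmem173*-/- (0.945) and treated *Irf1*-/- (0.870) BMDCs. Within Supplementary Data 2, untreated wild-type and treated *Tmem173*-/- BMDCs differed more than 2-fold in 57 of 1866 genes, against 605 of 1865 in the table. The gap between the lowest correlation of a knockout and the highest of wild-type BMDCs with their own columns was 0.0885. Another way of counting and scaling that touched all conditions alike would leave no such gap, unless the choice of genes made one. The paper describes the listed genes as upregulated, and 0 of them are lower in treated than in untreated wild-type BMDCs there. This choice may account for part of the gap and of the 57 against 605 genes, which was not tested. The gap is part of the pattern itself, so this is no independent test. Other wild-type cultures behind Supplementary Data 2 than behind the table are a candidate explanation. For the 21 T and NK cell genes it holds, the median log2 difference between treated *Irf3/7*-/- and treated wild-type BMDCs was 6.48 there and 1.88 in the table, and the excess was 4.60. Supplementary Data 2 gives *Ifng* at a log2 value of -3.83 in treated wild-type BMDCs. Which cultures were used was not tested, and Supplementary Data 1 followed the table.

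Genes called lower in treated *Irf1*-/- than in treated wild-type BMDCs could depend on IFN-γ from T or NK cells of the wild-type culture in place of IRF1 in dendritic cells. Of the 544 genes, 284 are in Supplementary Data 2, and 127 of these (44.7%) are more than 2-fold lower there, against 15.8% of all its genes. Lower by any amount there are 205 of the 284 genes (72.2%), against 45.5% of all its genes, and 79 are higher. The source in T or NK cells predicted fewer than 20% of the genes more than 2-fold lower there, and IRF1 in dendritic cells more than 50%. The value lies between these, so the explanations cannot be told apart for these 284 genes. Of the 42 genes of the T and NK cell lists, 23 were among the 544.

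Genes induced by IFN-γ had median log2 differences from untreated wild-type BMDCs of -3.40 in untreated *Tmem173*-/-, -2.89 in untreated *Irf1*-/- and 0.0589 in untreated *Irf3/7*-/- BMDCs. The same order was found for *Ifng*, and IFN-γ from T or NK cells in the cultures may account for it. Of these 10 genes, 9 are in Supplementary Data 2. Genes induced by IFN-α/β had -2.58, -1.56 and -1.19 in the same order and rose by a median of 5.74 with c-di-GMP in wild-type BMDCs. An effect of STING or IRF1 on basal expression was not tested apart from this.

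The lists of cell types had the following median log2 differences from untreated wild-type BMDCs, in untreated *Tmem173*-/-, *Irf1*-/- and *Irf3/7*-/- BMDCs. T cell genes had -3.24, -2.10 and 0.31, NK cell genes -3.94, -2.75 and 0.74, and basophil and mast cell genes -0.02, 0.01 and 1.13. B cell genes had 1.72, 0.35 and 0.70, neutrophil genes 2.99, -0.47 and -0.64, macrophage genes 0.79, -1.37 and -0.15, and dendritic cell genes -0.20, -0.01 and 0.10. Further neutrophil genes had -0.15 in *Irf1*-/- and -0.13 in *Irf3/7*-/- BMDCs, and further T and NK cell genes -2.51 and 0.49. The female-specific gene *Xist* was at 0.00272 FPKM in untreated wild-type BMDCs, and the male-specific genes had a median of 9.21 FPKM there and 8.15, 10.9 and 9.76 FPKM in the untreated knockouts. No gene was in more than 1 list.

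Genes near a targeted locus can differ in a knockout. The median absolute log2 difference of genes within 1 Mb, against random windows, was at percentile 61.2 for the 28 neighbours of *Tmem173*, 64.6 for the 15 of *Irf1*, 94.2 for the 59 of *Irf3* and 81.6 for the 34 of *Irf7*. None passed the upper 5% of random windows with the chosen filter, and the neighbours of *Irf3* passed it without the filter and with a window of 5 Mb. For *Tmem173*, *Irf1* and *Irf7* no alternative passed it either, with highest percentiles of 87.1, 83.8 and 93.3. Their neighbours as a group thus showed no change beyond that of random windows, and a change of single neighbours is not excluded. For *Irf3*, a change of the neighbours with the targeted locus cannot be told apart from the other differences between cultures.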
